# Circular RNA *Cdr1as* inhibits proliferation and delays injury-induced regeneration of the intestinal epithelium

**DOI:** 10.1172/jci.insight.169716

**Published:** 2024-01-16

**Authors:** Hee Kyoung Chung, Lan Xiao, Naomi Han, Jason Chen, Vivian Yao, Cassandra M. Cairns, Benjamin Raufman, Jaladanki N. Rao, Douglas J. Turner, Rosemary Kozar, Myriam Gorospe, Jian-Ying Wang

**Keywords:** Gastroenterology, Surgery

## Abstract

Circular RNAs (circRNAs) are highly expressed in the mammalian intestinal epithelium, but their functions remain largely unknown. Here, we identified the circRNA *Cdr1as* as a repressor of intestinal epithelial regeneration and defense. *Cdr1as* levels increased in mouse intestinal mucosa after colitis and septic stress, as well as in human intestinal mucosa from patients with inflammatory bowel disease and sepsis. Ablation of the *Cdr1as* locus from the mouse genome enhanced renewal of the intestinal mucosa, promoted injury-induced epithelial regeneration, and protected the mucosa against colitis. We found approximately 40 microRNAs, including miR-195, differentially expressed between intestinal mucosa of *Cdr1as*-knockout (*Cdr1as^–/–^*) versus littermate mice. Increasing the levels of *Cdr1as* inhibited intestinal epithelial repair after wounding in cultured cells and repressed growth of intestinal organoids cultured ex vivo, but this inhibition was abolished by miR-195 silencing. The reduction in miR-195 levels in the *Cdr1as^–/–^* intestinal epithelium was the result of reduced stability and processing of the precursor miR-195. These findings indicate that *Cdr1as* reduces proliferation and repair of the intestinal epithelium at least in part via interaction with miR-195 and highlight a role for induced *Cdr1as* in the pathogenesis of unhealed wounds and disrupted renewal of the intestinal mucosa.

## Abstract 2

<p>CircRNA <em>Cdrlas</em> reduced injury-induced regeneration of the intestinal epithelium by deregulating miR-195.</p>

## Introduction

The mammalian intestinal mucosa elicits a spectrum of responses after acute injury and repairs itself rapidly to restore epithelial integrity (1–3). The repair of the intestinal mucosa after injury is a complex process consisting of epithelial restitution characterized by stages of cell spreading and migration into the wounded area, replacement of lost cells by cell proliferation, and epithelial remodeling via differentiation (3–5). Successful repair of wounds and ulcers requires that intestinal epithelial cells (IECs) change gene expression patterns to modulate cell survival, migration, proliferation, and differentiation (6–8). Gut mucosal injury occurs commonly in patients with inflammatory bowel disease (IBD) and critical surgical disorders such as sepsis, trauma, and massive thermal injuries (9–11). Disrupted intestinal epithelial integrity by severe and diffusive injury/erosions results in the translocation of luminal toxic substances and bacteria to the bloodstream, sometimes leading to multiple organ dysfunction syndrome and death (11, 12). Effective therapies to preserve the integrity of the intestinal epithelium and enhance recovery of damaged mucosa in patients with critical illnesses are limited to date, at least in part because the mechanisms underlying gut mucosal injury and repair are poorly understood.

The intestinal epithelium expresses a large number of circular RNAs (circRNAs) that are mainly produced from precursor RNAs undergoing back-splicing (13, 14). Unlike linear RNAs, such as mRNAs and most long noncoding RNAs (lncRNAs), circRNAs are covalently closed at the 5′ and 3′ ends, rendering them particularly stable (15). Evidence is accumulating that circRNAs regulate a wide variety of biological processes and are intimately involved in human pathologies through diverse mechanisms, including interactions with microRNAs (miRNAs) and RNA-binding proteins (RBPs), regulation of transcription and splicing, and translation into small peptides (15, 16). We recently reported that approximately 300 circRNAs, including *Cdr1as* and *circHIPK3*, were differentially expressed in the damaged mucosa of the small intestine in mice exposed to septic stress induced by cecal ligation and puncture (CLP) (14). Increasing *circHIPK3* levels enhanced intestinal epithelial repair after wounding and promoted constant mucosal renewal primarily by acting as a sponge for miRNA-29b (miR-29b). However, the function of most circRNAs enriched in the intestinal epithelium is unknown, and elucidating their roles might be exploited to benefit patients with critical illnesses.

The circRNA *Cdr1as* is a circularized antisense transcript of the *Cdr1* gene (which encodes cerebellar degeneration–related protein 1) and is highly conserved across mammals (17, 18). *Cdr1as* is not detectable as a linear transcript in human and mouse cells because it is efficiently circularized (16, 18). Human *Cdr1as* harbors more than 70 binding sites for miR-7 and acts as a sponge for miR-7 by reducing the number of freely available miR-7 molecules (16, 18). *Cdr1as* also has a full complementary binding site for miR-671, but the interaction between *Cdr1as* and miR-671 was found to slice *Cdr1as* (19). Although the basal levels of *Cdr1as* are relatively low in many tissues and organs, its expression levels change remarkably in human pathologies such as cancers and inflammation (14, 20). Genetic ablation of the *Cdr1as* locus from the mouse genome decreased miR-7 levels and derepressed production of miR-7–regulated proteins in brain, thus affecting brain function (21). However, no studies so far have investigated the role of *Cdr1as* in regulating intestinal epithelium homeostasis, particularly its implication in gut mucosal injury and repair. Here, we provide evidence that *Cdr1as* levels in the intestinal mucosa increased markedly in mice with colitis or exposed to septic stress and in the intestinal mucosa of human patients with injury/erosions and inflammation from IBD and sepsis. We further discovered that *Cdr1as*-knockout (*Cdr1as^–/–^*) mice displayed enhanced mucosal defense and injury-induced epithelial regeneration in the intestine, and this protective function by *Cdr1as* deletion was at least partially mediated by reducing miR-195 in these tissues.

## Results

### Changes in Cdr1as levels in mouse and human intestinal epithelium responding to stress.

Two murine models, dextran sulphate sodium–induced (DSS-induced) mucosal inflammatory injury in colon (22) and CLP-induced mucosal injury in small intestine (23), were used to examine the involvement of *Cdr1as* in intestinal mucosal injury in this study. As reported in our previous work (24) and that of others (25), after we administered 3% DSS in their drinking water for 7 days, mice exhibited colonic mucosal granulocyte infiltration, epithelial damage, and bloody diarrhea, mimicking the injury/erosions observed in human ulcerative colitis. As shown in Figure 1A, the mucosal *Cdr1as* level increased dramatically in the colons of DSS-treated mice, achieving greater than 20-fold higher levels than those observed in control animals; this increase in *Cdr1as* abundance was specific, since DSS treatment did not alter the colon mucosal levels of other circRNAs such as *circ30977*. Consistent with previous studies (14, 23), exposure of mice to CLP for 48 hours induced mucosal lesions in the small intestine, as indicated microscopically by severely sloughed cells, denuded villi with dilated capillaries, and hemorrhage, and macroscopically by bleeding and edematous and swollen mucosa with areas of red streaks. Exposure to CLP for 48 hours also resulted in an acute gut barrier dysfunction, as evidenced by an increased mucosal permeability to fluorescein isothiocyanate–dextran (FITC-dextran), as reported previously (26, 27). In CLP mice, induced mucosal injury/erosions in the small intestinal mucosa were also associated with a substantial increase in tissue levels of *Cdr1as* without affecting the abundances of mucosal *circPABPN1* (Figure 1B). The latter finding again supports the specificity of the increase in *Cdr1as* in response to small intestinal mucosal injury.

The RNA-binding protein (RBP) HuR is a biological regulator of the intestinal epithelium homeostasis, whereas tissue-specific deletion of HuR (IE-HuR^–/–^) in mice delayed healing of intestinal mucosa after acute injury (22) and led to gut barrier dysfunction (28), which represents other pathological conditions. As shown in Figure 1C, IE-HuR^–/–^ mice also displayed a remarkable increase in the levels of mucosal *Cdr1as* in the small intestine, compared with those observed in control littermates. On the other hand, there were no significant differences in the levels of intestinal mucosal *circPABPN1* when comparing IE-HuR^–/–^ mice with littermate animals.

Polyamines are essential for maintaining the integrity of the intestinal epithelium, and decreasing the levels of cellular polyamines inhibits the growth of the intestinal mucosa and slows the repair of the intestinal epithelium after injury (29). In an in vitro intestinal epithelial injury model using cultured human colorectal adenocarcinoma–derived Caco-2 cells, the delayed epithelial repair induced by polyamine depletion was also accompanied by an increase in the cellular abundance of *Cdr1as* (Figure 1D). Consistent with our prior studies (30), treatment of Caco-2 cells for 6 days with D,L-α-difluoromethylornithine (DFMO), a specific inhibitor of polyamine biosynthesis (30), almost completely depleted the cellular polyamines putrescine and spermidine. Polyamine depletion by DFMO inhibited intestinal epithelial repair after wounding, as indicated by a significant decrease in cells over the wounded area at 16 hours, similar to our previous findings (29). Interestingly, decreasing the levels of cellular polyamines with DFMO increased *Cdr1as* content during epithelial repair after wounding. The levels of *Cdr1as* increased marginally 16 hours after wounding in control cells, but this induction was markedly enhanced in polyamine-deficient cells. These findings support a role for *Cdr1as* in polyamine-regulated epithelial repair after wounding.

To determine the implication of altered *Cdr1as* clinically, we measured the levels of *Cdr1as* in human intestinal mucosal tissues from patients with critical intestinal illnesses. Colonic and small intestinal mucosal tissues from patients with ulcerative colitis (UC), Crohn disease (CD), and sepsis were collected for measurements of *Cdr1as* levels; tissue samples from patients without gut mucosal injury/erosions and inflammation served as controls. The intestinal mucosal tissues obtained from all patients with UC, CD, and sepsis (Figure 1, E and F) displayed remarkable increases in the levels of *Cdr1as* when compared with those observed in controls. RNA fluorescence in situ hybridization (RNA-FISH) detection in the mucosa of the small intestine from septic patients showed that the elevated *Cdr1as* was not only localized in the epithelium but also accumulated in the submucosal lamina propria, and that in epithelial cells, *Cdr1as* was predominantly cytoplasmic (Figure 1F). The increased levels of mucosal *Cdr1as* in patients with UC, CD, and sepsis were associated with severe mucosal inflammation, injury/erosions, and delayed healing, as we reported previously (14, 28).

In Caco-2 cells, *Cdr1as* was mainly localized in the cytoplasm (Figure 1G); as controls, we also measured the levels of the nuclear lncRNA *HULC*, and lncRNA *uc.173*, localized in both the cytoplasm and the nucleus (31). Together, the data collected from mice, cultured IECs, and human tissues indicate that expression levels of *Cdr1as* in the intestinal epithelium increase in various gut mucosal pathologies, supporting its important role in the response to different stresses.

### Deletion of the Cdr1as locus promotes renewal and defense of the intestinal epithelium.

As *Cdr1as* is so efficiently circularized in mammals that it cannot be detected as a linear transcript (18, 19), the most straightforward strategy to explore the in vivo function of *Cdr1as* in the intestinal epithelium was to create a loss-of-function mouse model for this circRNA by ablating the *Cdr1as* locus from the mouse genome (Figure 2A and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169716DS1) using CRISPR/Cas9, as described previously (19). Quantitative real-time PCR (Q-PCR) analysis revealed that *Cdr1as* levels in the intestinal mucosa (Figure 2B) and brain (Supplemental Figure 2A) were almost undetectable in our newly generated *Cdr1as^–/–^* mice, without an effect on the levels of other circRNAs such as *circSry* and *circ30977* (Figure 2B). *Cdr1as^–/–^* mice looked normal and were fertile and exhibited no significant abnormalities in body weight (Supplemental Figure 1E), gastrointestinal gross morphology (Supplemental Figure 1F), or general appearance compared with littermate controls.

Importantly, *Cdr1as^–/–^* mice displayed a substantial increase in the proliferating crypt cell population, marked by Ki67 immunostaining in the small intestine (Figure 2C), and longer villi and crypts (Figure 2D). Analysis of intestinal stem cell (ISC) activity further revealed that the small intestinal mucosa exhibited increased numbers of OLFM4- and LGR5-positive cells in *Cdr1as^–/–^* mice relative to littermates (Supplemental Figure 2B), suggesting that ISCs were activated in the *Cdr1as*-deficient intestinal epithelium. Decreasing the levels of *Cdr1as* in the intestinal epithelium also promoted the function of Paneth cells (Figure 2E), goblet cells (Figure 2E), and tuft cells (Figure 2G). Staining of whole mounts of the small intestine revealed that in control littermate mice, lysozyme-positive cells (Paneth cells) were located at the base of the crypt areas, but Alcian blue–positive cells (goblet cells) and double cortin–like kinase 1–positive (DCLK1-positive) cells (tuft cells) were distributed at both villous and crypt regions. The numbers of Paneth cells, goblet cells, and tuft cells in the small intestinal mucosa increased significantly in *Cdr1as^–/–^* mice relative to control littermates by approximately 110%, approximately 15%, and approximately 33%, respectively (Figure 2, E–G). However, *Cdr1as* deletion failed to alter enterocyte differentiation in the small intestinal mucosa, as examined by villin immunostaining analysis (data not shown). We also examined the levels of transcription factors responsible for differentiation of the secretory and absorptive epithelial cell lineages, and found that *Cdrlas* deletion did not alter the abundances of POU2F3, HES1, ATOH1, or SOX9 proteins in the small intestinal mucosa (Supplemental Figure 2C). These results suggest that *Cdr1as* may regulate the function of Paneth, goblet, and tuft cells by altering the overall renewal of the epithelium, rather than by specifically stimulating these transcriptional factors. Moreover, targeted deletion of the *Cdr1as* locus improved gut barrier function, since *Cdr1as^–/–^* mice exhibited a lower basal level of gut permeability than that observed in control littermates (Figure 2H), as measured by FITC-dextran assays (32).

Consistent with its effect on the epithelial renewal and gut barrier function, *Cdr1as^–/–^* mice displayed increased levels of proliferation-associated proteins PCNA and Cdk6, adherens junction protein E-cadherin, and tight junction proteins claudin-3 and claudin-1 in the small intestinal mucosa, as measured by immunoblotting analysis (Figure 3, A and B). *Cdr1as* deletion failed to affect the levels of tight junction proteins occludin, ZO-1, and JAM-1 (Supplemental Figure 3A) and goblet cell–secreted protein mucin 2, but it increased the abundance of the RBP p62 without affecting HuR levels (Figure 3, A and B, and Supplemental Figure 3B). Since autophagy is crucial for host defense of the intestinal epithelium against invasive pathogens and for gut barrier function (26, 33), we also examined changes in the levels of autophagy-related proteins in the *Cdr1as*-deficient epithelium. Loss of *Cdr1as* did not alter the levels of ATG5, ATG12, ATG16L1, beclin 2, LC3, Hsc70, NOD1, and NOD2 in the small intestinal mucosa, but it did substantially reduce beclin 1 levels in *Cdr1as^–/–^* mice (Figure 3A and Supplemental Figure 3B). Another line of *Cdr1as^–/–^* mice generated from an independent founder was also examined and showed similar increases in intestinal mucosal growth and defense.

To determine the involvement of secreted factors originating from stromal or immune cells of the gut in regulation of the intestinal mucosal growth after *Cdr1as* deletion, we examined the growth of intestinal organoids generated from *Cdr1as^–/–^* mice. Using methods described previously (8, 24), intestinal organoids were derived from proliferating crypts of the mucosa of the mouse small intestine. By 3 days after initial culture, the structures of intestinal organoids from both littermates and *Cdr1as^–/–^* mice consisted of multiple buds and cells (Figure 4A). However, intestinal organoids derived from *Cdr1as^–/–^* mice grew much faster than those from littermate mice, as evidenced by a substantial increase in the intestinal organoid surface area (Figure 4A) and BrdU incorporation (Figure 4B) in *Cdr1as*-deficient organoids compared with organoids generated from control littermates. The activity of ISCs in the *Cdr1as*-deicient intestinal organoids also increased markedly, as examined by immunohistochemical detection of ISC markers OLMF4 and LGR5 (Figure 4, C and D). In agreement with this observation, intestinal organoids derived from *Cdr1as^–/–^* mice exhibited increased numbers of Paneth and tuft cells when compared with those observed in the organoids from littermate mice (Figure 4, E and F, and Supplemental Figure 3C). However, there were no significant differences in goblet cells between *Cdr1as*-deficient organoids and control organoids, partially because of low basal numbers of mucin 2–positive cells when examined at 4 days into primary culture (Supplemental Figure 3D). These results indicate that the accelerated renewal of intestinal epithelial cells in *Cdr1as^–/–^* mice results primarily from a cell-autonomous regulatory effect of this circRNA and not from the effect of secreted factors in the gut. Together, the results from these in vivo and ex vivo experiments support the notion that *Cdr1as* is a negative regulator of the intestinal epithelium homeostasis.

### Loss of Cdr1as enhances epithelial repair after injury and protects the mucosa against colitis.

To examine the role of *Cdr1as* in mucosal injury and repair in the small intestine, a mesenteric ischemia/reperfusion–induced (I/R-induced) mucosal injury model was used in this study. Both littermates and *Cdr1as^–/–^* mice subjected to mesenteric I/R exhibited signs of remarkable mucosal injury and erosions in the small intestine, as indicated by severe sloughed cells, denuded villi with dilated capillaries, and by frank hemorrhage microscopically (Figure 5A). Deletion of the *Cdr1as* locus decreased the degrees of I/R-induced mucosal injury, since the injury scores in *Cdr1as^–/–^* mice were lower than those observed in littermates when measured immediately after mesenteric I/R (Figure 5B). Moreover, *Cdr1as*-deficient intestinal epithelium displayed a substantial increase in mucosal repair after acute injury. In *Cdr1as^–/–^* mice, the mucosa repaired quickly, and the epithelial integrity was almost completely restored 6 hours after I/R. In contrast, the mucosal surface still showed some sloughed cells and debris at the same time after I/R in littermate mice. Consistent with these findings, loss of *Cdr1as* also enhanced the recovery of gut barrier function after I/R-induced stress, as evidenced by a rapid decrease in the gut permeability to FITC-dextran in *Cdr1as^–/–^* mice compared with littermate mice when examined 6 hours after I/R (Figure 5C). These results indicate that decreasing the levels of *Cdr1as* not only protects the mucosa against I/R-induced injury, but also enhances repair of damaged mucosa in the small intestine.

To determine the role of *Cdr1as* in colonic mucosal injury, DSS-induced colitis was used as a model. Similar to the observations in wild-type mice described in Figure 1A, control littermate mice also effectively developed mucosal injury/erosions and inflammation in the colon after administration of 3% DSS in drinking water for 7 days, as characterized by diffusive epithelial damage and granulocyte infiltration (Figure 5D, upper panel). However, *Cdr1as* deletion protected the colonic mucosa against DSS-induced injury, since there were only minor mucosal injury/erosions observed in *Cdr1as^–/–^* mice on day 7 after treatment with 3% DSS in drinking water (Figure 5D, lower panel). The sum of histological scores in the colonic mucosa decreased by approxmately 80% in *Cdr1as^–/–^* mice compared with littermates (Figure 5E). Deletion of *Cdr1as* also protected the colonic mucosa against DSS-induced apoptosis, as revealed by TUNEL staining (Supplemental Figure 4). Exposure to DSS for 7 days induced remarkable apoptosis in littermate mice, but *Cdr1as^–/–^* mice exhibited a substantial decrease in the rate of apoptotic cell death compared with littermate controls. In addition, both littermate and *Cdr1as^–/–^* mice began to lose weight after day 5 of DSS treatment, but this body weight loss was markedly slower in *Cdr1as^–/–^* mice relative to littermate animals (Figure 5F). These results indicate that *Cdr1as* inhibition protects the colonic mucosa against DSS-induced colitis.

### Cdr1as affects injury-induced epithelial regeneration via miR-195.

To examine whether the loss of *Cdr1as* affects intestinal epithelium homeostasis by modulating miRNA function, microarray-based interrogation of global miRNA expression profiles in the small intestinal mucosa was performed. 

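Small RNAs of the small intestinal mucosa from 3 littermates and 3 Cdr1as-/- mice were measured on 6 one-colour microarrays, each carrying the RNA of 1 sample. The paper's methods name a miRCURY LNA array, whereas the scanner output was written by Agilent's Feature Extraction software and the sample labels describe Cy3 added to the 3′ end of dephosphorylated total RNA. Each array held 14192 probes for small RNAs. Of these, 9709 probes were for mature miRNAs, with as many as 5 different probes per miRNA, while 1767 carried TRF and 2716 carried PST in their identifiers, small RNA classes that the files do not describe further. The authors deposited the scanner output, in which the local background had been subtracted from the intensity of each spot, together with normalized log2 intensities of 10690 probes and a table of fold changes and p-values for 1831 miRNAs. From the scanner output, the log2 signal of each probe was taken relative to the 75th percentile of its array, computed over the 5555 probes that were well above background on all 6 arrays. Each miRNA was represented by the probe with the highest mean signal over the 6 arrays, and 1529 miRNAs whose probe was well above background on every array of at least 1 group were compared between groups with limma.
The signal before scaling differed widely between the arrays. The median processed signal of the miRNA probes was 8.75, 11.2, and 236 in littermates 1, 2, and 3, and 29.2, 14.1, and 11.2 in Cdr1as-/- mice 1, 2, and 3. The share of miRNA probes well above background was 66.8%, 84.7%, and 100% in the littermates and 96.8%, 41.5%, and 79.3% in Cdr1as-/- mice. Relative to littermate 1, the summed signal of the miRNA probes was 8.70 in littermate 3 and between 0.884 and 1.79 on the other arrays, while that of the TRF probes lay between 0.786 and 1.03 on all of them. The median signal of the TRF probes was 1460 in littermate 3 and between 121 and 429 on the other arrays. The rank correlation of the miRNA probes was 0.958 between littermates 1 and 2, but 0.751 between littermates 3 and 1 and 0.770 between littermates 3 and 2. Littermate 3 was closer in rank to Cdr1as-/- mouse 1, with a correlation of 0.928. These correlations are across probes, which are not independent replicates. The 3 littermates and Cdr1as-/- mouse 1 shared a slide, and Cdr1as-/- mice 2 and 3 shared another. The number of arrays limits the precision of every comparison, and an exact permutation test of 3 mice against 3 cannot give a two-sided p below 0.1.
In the authors' deposited table, the column named as an unpaired t test was recomputed for 100% of the 1831 miRNAs from all 6 arrays, within 1.5e-06. The fold changes in the authors' deposited table were recomputed for 100% of the miRNAs when littermate 3 was left out and for 0% with all 3 littermates. A further p-value column of the authors' deposited table was recomputed for 99.7% of the miRNAs with the same test without littermate 3, a match found by searching over subsets of arrays and forms of the test. The paper gives no reason for leaving out littermate 3, and its figure legend describes the values as the mean from 3 animals. Values are therefore given first without littermate 3 and then over all 6 arrays.

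**Figure D1:**
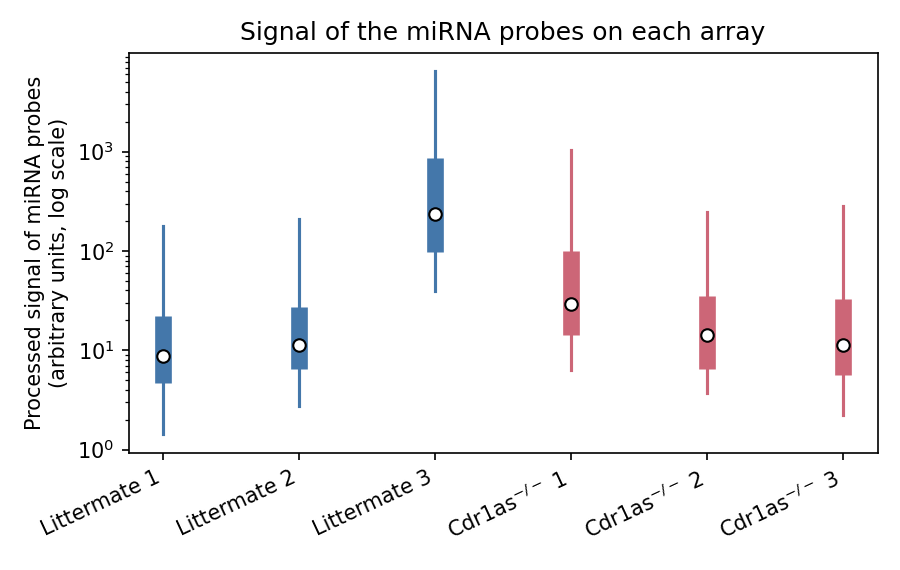
Processed signal of the miRNA probes on each array in arbitrary units, on a log scale. Points are medians, boxes span the 25th to 75th percentile, and lines the 5th to 95th percentile. The median is 236 in littermate 3 and between 8.75 and 29.2 on the other 5 arrays.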

A comparison of the miRNA expression profiles in *Cdr1as^–/–^* mice relative to control littermates showed that 46 miRNAs were differentially expressed in the mucosa (Figure 6A; primary data sets deposited in the NCBI Gene Expression Omnibus: GEO GSE250489). 

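Without littermate 3, limma gave 130 miRNAs lower and 28 higher in Cdr1as-/- mice at an unadjusted p below 0.05 among the 1529 miRNAs tested. All of them changed by at least 1.5-fold, which is no added evidence. The smallest standard error from limma was 0.39, and the smallest log2 fold change past the p threshold was 0.84 in size, so the fold threshold could remove none. After Benjamini-Hochberg adjustment, limma called 0 miRNAs in this set, and the lowest adjusted p was 0.212. The methods' t-test on the same values gave 35 lower and 32 higher at an unadjusted p below 0.05, of which 26 and 13 changed by at least 1.5-fold, and 0 after adjustment. With all 6 arrays, limma called 0 miRNAs after adjustment and gave 0 lower and 0 higher at an unadjusted p below 0.05, the smallest unadjusted p being 0.0628. The methods' t-test on all 6 arrays gave 25 lower and 1 higher at the same threshold, of which 18 and 1 changed by at least 1.5-fold, and 0 after adjustment. Leaving out littermate 3 moved the 6-array counts more than any other single change of setting that was tried. Over the tested miRNAs, the median log2 fold change was -0.10 without littermate 3 and -0.18 with it.
In the authors' deposited table, the p-value column that leaves out littermate 3 is below 0.05 for 174 miRNAs, 130 lower and 44 higher in Cdr1as-/- mice, of which 86 and 6 changed by at least 1.5-fold. Only 44 of the lower miRNAs in the authors' deposited table were also among the 130 that limma gave, and 0 of the higher ones were shared, so that the equal counts of lower miRNAs do not describe the same miRNAs. Under quantile normalization of all 6 arrays together, with littermate 3 left out of the fit only, limma gave 145 lower and 19 higher. Of these, 79 and 3 were shared with the authors' deposited table. The lowest Benjamini-Hochberg value of that column of the authors' deposited table is 0.168. The unpaired t-test column of the authors' deposited table, over all 6 arrays, is below 0.05 for 21 miRNAs, 19 lower and 2 higher. Of these, 2 and 0 changed by at least 1.5-fold, and the lowest q-value of the unpaired t-test column is 0.623. The direction of change differed between the sets with and without littermate 3 for 685 miRNAs of the authors' deposited table, or 37.4%.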

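For the miRNAs named for Fig. 6B in the text, its axis labels, or the supporting values, the array gave the following changes. Without littermate 3, miR-351-3p, miR-195a-3p, miR-7a-5p, miR-195a-5p, miR-489-3p, miR-222-5p, miR-1983, miR-5625-3p, miR-7047-3p, miR-21b, miR-134-3p, and miR-7069-3p were all lower in Cdr1as-/- mice, with log2 fold changes from -2.24 for miR-7069-3p to -0.66 for miR-351-3p. The fall of miR-7069-3p had a standard error of 0.43 and an adjusted p of 0.212 from limma with Benjamini-Hochberg adjustment over all miRNAs tested, and its level was lower in all 3 Cdr1as-/- mice than in littermates 1 and 2. Its probe was well above background in 2 of the 3 Cdr1as-/- mice. The log2 fold change without littermate 3 was -1.44 for miR-489-3p, -1.28 for miR-134-3p, -1.21 for miR-1983, -1.20 for miR-5625-3p, -1.19 for miR-7047-3p, and -1.06 for miR-21b. The probe of miR-5625-3p was well above background in 2 of the 3 Cdr1as-/- mice. Each of these 6 miRNAs had an unadjusted limma p between 0.0106 and 0.0443 and the same adjusted p of 0.420. For miR-7a-5p, the log2 fold change without littermate 3 was -0.93 (standard error 0.51, adjusted p = 0.420 from limma), and Cdr1as-/- mouse 2 lay between littermates 1 and 2. Among the miRNAs named as higher, the log2 fold change without littermate 3 was 0.85 for miR-6357, 0.67 for miR-879-3p, and 0.65 for miR-671-5p, with adjusted p-values of 0.420, 0.427, and 0.447 from limma. In each of them all 3 Cdr1as-/- mice lay above littermates 1 and 2. The probes of miR-412-3p and miR-7039-3p were well above background in 1 and 2 of the 3 littermates and in 2 and 2 of the 3 Cdr1as-/- mice, so both were left out of the test; without that filter their log2 fold changes without littermate 3 were 0.16 and 0.22. The 3p strand of miR-671 was not analysed here.
With all 6 arrays, miR-7069-3p still had the largest fall of this group, with a log2 fold change of -1.20, and miR-351-3p followed with -0.55. The other miRNAs named as lower ranged from -0.35 for miR-1983 to -0.09 for miR-222-5p, except that miR-7a-5p and miR-195a-5p were higher in Cdr1as-/- mice. The log2 fold change of miR-7a-5p was 0.38, with a level of -2.09 in littermate 3 against 1.78 and 1.88 in littermates 1 and 2. Likewise, the level of miR-7069-3p was -6.09 in littermate 3 against -3.07 and -2.86 in littermates 1 and 2, on the log2 scale relative to the 75th percentile of each array. Among the miRNAs named as higher, miR-6357 and miR-879-3p had log2 fold changes of 0.27 and 0.25, whereas miR-671-5p was lower, with -0.24 and a level of 2.49 in littermate 3 against -0.11 and -0.24 in littermates 1 and 2. The unfiltered values of miR-412-3p and miR-7039-3p were 0.01 and -0.11. With a floor at the lowest detected signal, the 6-array fold of miR-7069-3p was 0.666, against 0.436 without the floor. That of miR-351-3p was 0.681 with and without it, so the size of the fall of miR-7069-3p depends on signal near background. Under normexp background correction, the 6-array log2 fold changes of miR-489-3p, miR-222-5p, miR-1983, miR-5625-3p, miR-7047-3p, miR-21b, miR-134-3p, and miR-7069-3p turned positive, from 0.043 for miR-489-3p to 0.30 for miR-5625-3p, while those of miR-879-3p and miR-6357 turned to -0.095 and -0.071. With the slide as a block, which compares Cdr1as-/- mouse 1 alone with the 3 littermates, those of miR-7a-5p and miR-671-5p turned to -0.65 and 0.31. Each of the tested miRNAs named here had an adjusted p of 0.997 from limma with all 6 arrays. Adjusted over the list alone, the values of the miRNAs in the supporting values ranged from 0.851 to 0.910 with all 6 arrays. Adjusted over the list alone without littermate 3, miR-7069-3p had 0.0018 and the others ranged from 0.0578 to 0.149, which is not independent evidence, since the list was chosen on these arrays.

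**Figure D2:**
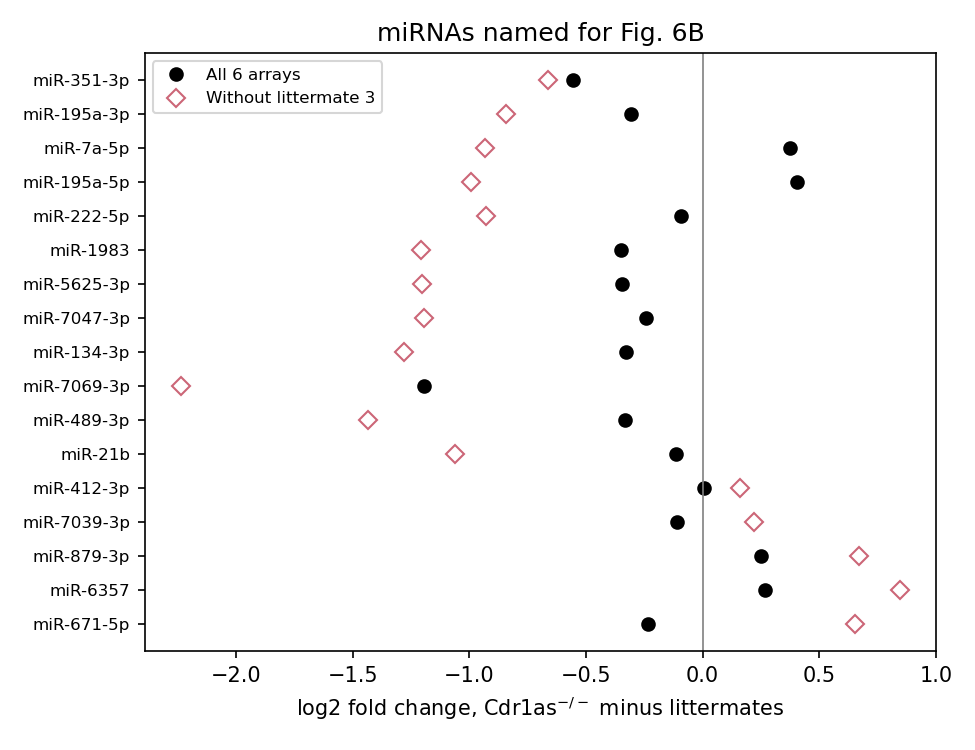
Log2 fold change of the miRNAs named for Fig. 6B, Cdr1as-/- mice minus littermates, on the horizontal axis, with 1 row per miRNA. Filled circles use all 6 arrays and open diamonds leave out littermate 3; miR-412-3p and miR-7039-3p are unfiltered values. For miR-7a-5p the filled circle lies at 0.38 and the open diamond at -0.93, and for miR-671-5p they lie at -0.24 and 0.65.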

In *Cdr1as^–/–^* mice, 28 miRNAs decreased (including miR-351, miR-195-3p, miR-7, miR-195-5p, miR-489-3p, miR-1983, miR-5625, miR-7047, miR-21b, and miR-7069) and 18 miRNAs increased (including miR-412, miR-7039, miR-879, miR-6357, and miR-671), when compared with control littermate mice (Figure 6B). Reverse transcription (RT) followed by Q-PCR analysis was used to confirm these changes and showed that loss of *Cdr1as* significantly lowered the levels of miR-195 and miR-7 in the small intestinal mucosa, but it increased the abundances of miR-671 and miR-412 without affecting the levels of miR-29b and miR-222 (Figure 6C).

To determine whether altered miRNAs plays a role in *Cdr1as*-regulated intestinal mucosal repair after wounding, we focused on miR-195 because it is highly expressed in the intestinal epithelium and influences mucosal growth (31, 34, 35) and epithelial repair after acute injury (36). An in vitro intestinal epithelial injury model using Caco-2 cells was used, as described previously (14, 36). The levels of *Cdr1as* were increased by infecting cells with a recombined lentiviral vector expressing *Cdr1as* (Lenti-*Cdr1as*) under the control of the suCMV promoter. By 72 hours after infection, the levels of cellular *Cdr1as* increased robustly and specifically (Figure 7A), while the abundance of another circRNA (*circHIPK3*) was not affected (Figure 7A). Inducing *Cdr1as* levels by Lenti-*Cdr1as* infection resulted in a remarkable increase in the levels of precursor miR-195 (pre-miR-195) and mature miR-195, but not miR-29b (Supplemental Figure 4B). As shown in Figure 7B, epithelial repair occurred quickly after wounding in cells infected with control lentiviral vector (Lenti-Con), as indicated by a significant decrease in the denuded area at 16 and 24 hours thereafter. Ectopic overexpression of *Cdr1as* by infection with Lenti-*Cdr1as* inhibited intestinal epithelial repair after wounding, and the numbers of cells over the wounded area were significantly lower in cells overexpressing *Cdr1as* than after infection with Lenti-Con (Figure 7, B and C). Importantly, neutralization of miR-195 by transfection with a miR-195 antagomir restored epithelial repair in *Cdr1as*-overexpressing cells, as evidenced by the fact that the numbers of cells over the wounded area in cells cotransfected with the Lenti-*Cdr1as* and anti–miR-195 were similar to those seen in the control group when examined at 16 and 24 hours after wounding (Figure 7, B and C). In addition, transfection with a miR-195 antagomir alone also modestly, but significantly, enhanced epithelial repair after wounding in cells infected with Lenti-Con (Supplemental Figure 4C).

To further study the effect of miR-195 on epithelial repair after wounding, we tested whether antagonizing miR-195 reversed the influence of *Cdr1as* on intestinal organoid growth ex vivo. As shown in Figure 7D, *Cdr1as* overexpression by infecting intestinal organoids with Lenti-*Cdr1as* markedly inhibited growth of intestinal organoids, as shown by reduced BrdU incorporation (Figure 7E) and robustly decreased intestinal organoid surface area (Figure 7E). Importantly, antagonizing miR-195 abolished the growth inhibition induced by *Cdr1as* overexpression in the Lenti-*Cdr1as* group, restoring the numbers of BrdU-positive cells and organoid surface area (Figure 7E) compared with those observed in organoids infected with Lenti-*Cdr1as* alone. These results indicate that *Cdr1as* reduces intestinal epithelial repair after wounding and inhibits mucosal renewal to a large extent by enhancing miR-195 function.

### Cdr1as regulates miRNA biogenesis and stabilizes pre-miR-195.

To define the mechanism by which loss of *Cdr1as* reduces miR-195 expression in the intestinal epithelium, the following 3 experiments were carried out in vivo as well as in vitro. First, we determined whether *Cdr1as* modulates miR-195 expression at the transcriptional level by examining changes in the levels of primary (pri-) and pre-miR-195 transcripts in the small intestinal mucosa of *Cdr1as^–/–^* and littermate mice. As shown in Figure 8A, loss of the *Cdr1as* locus in mice did not alter levels of tissue pri-miR-195, but it significantly decreased pre-miR-195 abundance in the intestinal mucosa (Figure 8B). The levels of mucosal pre-miR-195 in *Cdr1as^–/–^* mice were decreased by approximately 50% compared with control littermates. Like its effect on brain tissue (21), *Cdr1as* knockout also decreased the levels of pre-miR-7 in the intestinal mucosa, which served as a positive control in this study. In contrast, deletion of the *Cdr1as* locus did not alter the levels of pre-miR-29b in the intestinal mucosa. These results indicate that *Cdr1as* affects miR-195 expression through mechanisms other than transcription of pri-miR-195.

Second, we determined the involvement of *Cdr1as* in the regulation of miRNA processing in the intestinal epithelium. The levels of Drosha, Dicer, and their binding partners and regulatory proteins including ADAR1, DDX17, TRBP, LIN28, and Ago2 were examined in the small intestinal mucosa of *Cdr1as^–/–^* and control littermate mice. Drosha complex proteins ADAR1, DDX17, and Drosha were expressed at similarly high levels in the intestinal mucosa of control littermates and *Cdr1as^–/–^* mice (Figure 8C), suggesting that *Cdr1as* does not affect Drosha-mediated miRNA processing in the nucleus. Interestingly, targeted deletion of *Cdr1as* in mice reduced the Dicer complex, markedly lowering the levels of Dicer and TRBP proteins in the intestinal mucosa of *Cdr1as^–/–^* mice relative to control littermates (Figure 8C). In addition, *Cdr1as^–/–^* mice showed a selective decrease in LIN28 levels, but not in Ago2 levels, in the intestinal mucosa (Figure 8C). Because Dicer function is crucial for miRNA processing in the cytoplasm, a decrease in the levels of Dicer and TRBP proteins in the *Cdr1as*-deficient intestinal epithelium may contribute to the deregulation of miR-195 biogenesis.

Finally, we examined changes in the turnover of pre-miR-195 after *Cdr1as* overexpression. Ectopically overexpressed *Cdr1as* increased the levels of miR-195 (Supplemental Figure 4B) partially by altering pre-miR-195 stability, since the half-life of pre-miR-195 increased in cells infected with Lenti-*Cdr1as* relative to cells infected with Lenti-Con (Figure 8D), as measured by inhibiting de novo transcription using actinomycin D. This regulatory effect of *Cdr1as* on pre-miR-195 stability appeared to be specific, as the half-life of pre-miR-29b was not affected in cells overexpressing *Cdr1as* (Figure 8D). Together, these results strongly suggest that *Cdr1as* upregulates miR-195 expression at least partially by stabilizing pre-miR-195 and enhancing the processing from pre-miR-195 to mature miR-195 in the intestinal epithelium.

## Discussion

Hundreds of circRNAs are highly abundant in the mammalian intestinal epithelium and expressed in a tissue-specific manner (14, 33), but the functions of most circRNAs in gut mucosal biology and diseases remain largely unknown. In this study, we identified *Cdr1as* as a biological regulator of intestinal epithelium homeostasis by modulating mucosal growth and injury-induced regeneration and found that *Cdr1as* expression levels changed markedly in intestinal mucosal pathologies. Deletion of the *Cdr1as* locus from the mouse genome not only enhanced growth and protection of the intestinal mucosa but also promoted epithelial repair after acute injury. We also demonstrate that loss of *Cdr1as* causes miRNA deregulation in the intestinal epithelium and that disrupted expression of miR-195 in *Cdr1as^–/–^* mice primarily results from its destabilization and defects in biogenesis. These findings expand our knowledge of the pathobiological function of circRNAs in the intestinal epithelium and represent a major conceptual advance linking *Cdr1as* with intestinal mucosal defense and regeneration. Since the levels of *Cdr1as* increased in human intestinal mucosal tissues with injury/erosions and inflammation, our results suggest that a deregulated *Cdr1as*/miR-195 axis may play an important role in the pathogenesis of chronic mucosal injury, delayed repair, and impaired renewal of the intestinal epithelium in patients with various critical disorders.

The results reported here provide the first evidence to our knowledge showing the biological role of *Cdr1as* in maintaining the intestinal epithelium homeostasis. Mouse genetic models created using CRISPR/Cas9 showed that the *Cdr1as*-deficient epithelium of the small intestine displayed enhanced mucosal renewal that was associated with an increase in the numbers of Paneth, goblet, and tuft cells. Deletion of the *Cdr1as* locus failed to change the levels of autophagy-associated proteins in the intestinal mucosa but it enhanced the epithelial barrier function, as indicated by a decrease in gut permeability to FITC-dextran in *Cdr1as^–/–^* mice. Consistent with our findings, loss of *Cdr1as* in brain tissues upregulates immediate-early response genes such as *Fos*, *Arc*, and *Egrs*, and affects brain functions such as excitatory synaptic transmission and neuropsychiatric-like alteration in the behavior of *Cdr1as^–/–^* mice (21). *Cdr1as* also modulates the inflammatory phenotype in macrophages (37) and enhances differentiation of goat skeletal muscle satellite cells (38). However, opposing evidence also exists supporting proproliferative and oncogenic properties for *Cdr1as*, primarily in studies conducted in cultured cancer cells. It was reported that increasing the levels of cellular *Cdr1as* promoted proliferation of cholangiocarcinoma and adenocarcinoma cells (39, 40) and induced metastasis of lung squamous carcinoma cells (41). Thus, it appears that *Cdr1as* can promote or repress proliferation, likely depending on the cell type, the presence of other factors such as its target miRNAs, and the growth conditions.

Our results also indicate that decreasing the levels of cellular *Cdr1as* by removing the *Cdr1as* locus enhances injury-induced regeneration of the intestinal epithelium, an effect that is mediated, at least in part, via interaction with miR-195. We observed a remarkable enhancement of epithelial repair after acute injury in *Cdr1as^–/–^* mice, as evidenced by an induced recovery of damaged mucosa in the small intestine after exposure to mesenteric I/R. *Cdr1as^–/–^* mice also exhibited an increased tolerance to DSS-induced injury/erosions and inflammation in the colon. When comparing the levels of miRNAs between littermates and *Cdr1as^–/–^* mice, miR-195, a well-defined biological repressor of gut epithelial renewal (34–36), was consistently and markedly downregulated in the *Cdr1as*-deficient epithelium. This repression of miR-195 expression in *Cdr1as^–/–^* mice is crucial for controlling epithelial regeneration, since *Cdr1as*-mediated inhibition of epithelial repair after wounding in vitro and disrupted growth of intestinal organoids ex vivo were almost totally abolished by miR-195 silencing. 

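On the miRNA array, the level of miR-195a-5p, as log2 signal relative to the 75th percentile of each array, was 1.42 and 1.64 in littermates 1 and 2, and -0.14, 1.53, and 0.23 in Cdr1as-/- mice 1, 2, and 3. Without littermate 3, its log2 fold change was -0.99 (standard error 0.49, adjusted p = 0.420 from limma with Benjamini-Hochberg adjustment). Of the 3 Cdr1as-/- mice, 2 were below both littermates and mouse 2 lay between them (exact permutation test, two-sided p = 0.4, where 3 mice against 2 cannot give a p below 0.2). In littermate 3 the level was -2.65, below all 3 Cdr1as-/- mice. Before scaling, the median signal of the miRNA probes was 236 on that array, against 8.75 and 11.2 in littermates 1 and 2. The low scaled level therefore does not show a lower signal of miR-195a-5p before scaling. With littermate 3 included, the level was 0.14 ± 2.42 (SD, n = 3) in littermates and 0.54 ± 0.88 (SD, n = 3) in Cdr1as-/- mice, and the log2 fold change was 0.40 (standard error 1.17, adjusted p = 0.997 from limma; exact permutation test, two-sided p = 0.9). The array had 5 probes for miR-195a-5p, and in 1 of them the change over all 6 arrays had the opposite direction. With the slide as a block, which compares Cdr1as-/- mouse 1 alone with the 3 littermates, the log2 fold change of miR-195a-5p was -0.28.
The other strand, miR-195a-3p, was lower with and without littermate 3. Its level was -3.75 and -3.64 in littermates 1 and 2, and -5.14, -3.83, and -4.65 in Cdr1as-/- mice 1, 2, and 3, so that all 3 Cdr1as-/- mice were below both littermates (exact permutation test, two-sided p = 0.2, the smallest that 3 mice against 2 allow). The log2 fold change without littermate 3 was -0.84 (standard error 0.45, adjusted p = 0.420 from limma). In littermate 3 the level of miR-195a-3p was -5.29, below all 3 Cdr1as-/- mice, and with it the log2 fold change was -0.31 (standard error 0.62, adjusted p = 0.997 from limma; exact permutation test, two-sided p = 0.7). The probe of miR-195a-3p was well above background in 2 of the 3 Cdr1as-/- mice, and its direction changed to 0.23 under normexp background correction. The paper reports lower miR-195 in Cdr1as-/- mice by Q-PCR as well as from the arrays, and a significantly lower pre-miR-195 in the mucosa. From the lower miR-195, and from miR-195 silencing in cells and organoids, the paper reasons that this repression is needed for the control of epithelial regeneration. The Q-PCR, precursor, and silencing experiments were not part of these arrays and were not analysed here.

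**Figure D3:**
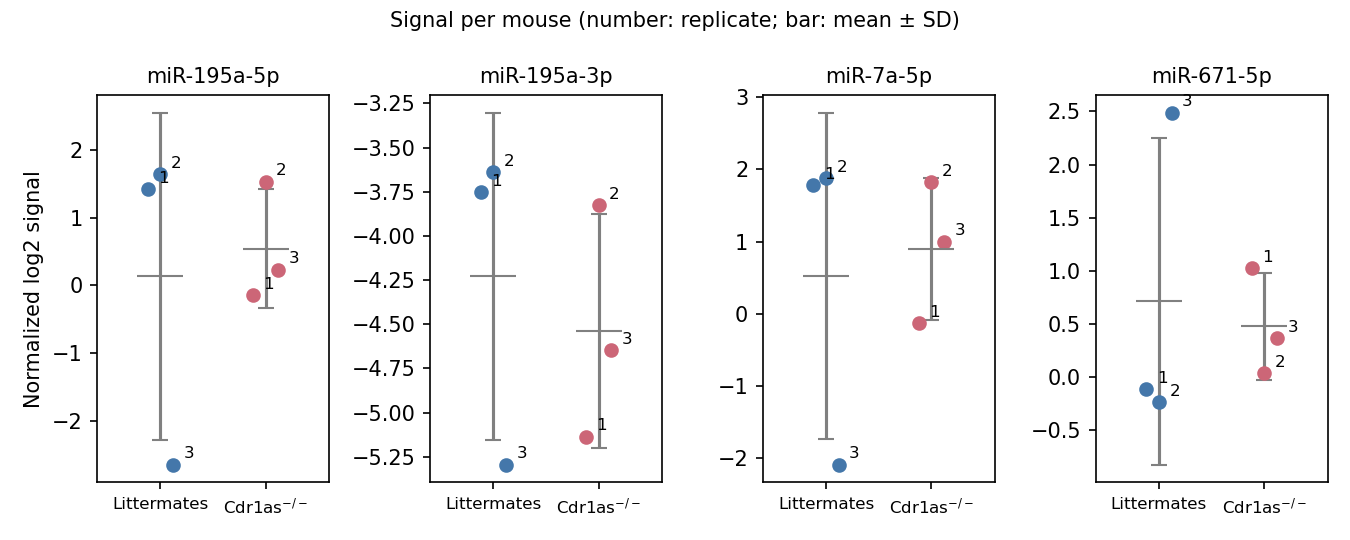
Normalized log2 signal of miR-195a-5p, miR-195a-3p, miR-7a-5p, and miR-671-5p in each mouse, relative to the 75th percentile of its array, with separate vertical scales. Numbers mark the replicate and bars the mean ± SD (n = 3 per group). Littermate 3 lies below all 3 Cdr1as-/- mice for miR-195a-5p at -2.65, for miR-195a-3p, and for miR-7a-5p, and above all 3 for miR-671-5p.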

In support of the present findings, several circRNAs were recently found to play an important role in maintaining the intestinal epithelial integrity and defense (42–44). *circHIPK3* enhanced intestinal epithelial repair after acute injury and promoted constant renewal of the epithelium by reducing miR-29b function, but its tissue levels in intestinal mucosa decreased significantly in patients with IBD (14). *circMaml2* facilitated healing of the intestinal mucosa via recruiting PTBP1 and regulating Sec62 (42)*,* and *circPABPN1* modulated intestinal epithelium host defense by altering translation of autophagy-associated protein ATG16L1 through interaction with HuR (33).

Another interesting finding from this study is that *Cdr1as* is involved in the regulation of miRNA biogenesis and upregulates miR-195 expression partially by increasing the stability of pre-miR-195. Loss of the *Cdr1as* locus in mice was found to decrease the levels of Dicer and TRBP proteins that operate in complexes and control miRNA processing in the cytoplasm (45, 46). To the best of our knowledge, this is the first evidence that *Cdr1as* is required for Dicer and TRBP expression in the intestinal epithelium. Since altered levels and activity of Dicer and its binding partner TRBP affect miRNA processing from the precursors to mature miRNAs (47), our results suggest that decreased levels of tissue Dicer and TRBP observed in the intestinal mucosa of *Cdr1as^–/–^* mice may deregulate miR-195 maturation in the cytoplasm. On the other hand, loss of *Cdr1as* decreased the levels of pre-miR-195 in the intestinal epithelium, although it failed to alter abundances of ADAR1, DDX17, and Drosha proteins that form the Drosha complex and process miRNAs from primary transcripts to precursors in the nucleus (48). Interestingly, ectopically expressed *Cdr1as* stabilized pre-miR-195 in cultured IECs, suggesting that decreased levels of pre-miR-195 in the *Cdr1as*-deficient epithelium partially results from its destabilization. Compared with miRNA biogenesis, turnover of miRNAs has received only limited attention to date, but several studies have revealed that accelerated or regulated miRNA turnover is crucial for controlling cellular miRNA accumulation and function (47–49). miR-29b decays more quickly in cycling cells than in cells arrested in mitosis (50), and cytomegalovirus infection decreases miR-27a levels by inducing its degradation (51). We have reported that lncRNA *uc.173* promotes renewal of the intestinal epithelium by inducing degradation of pri-miR-195 (31).

Identifying the function of the *Cdr1as*/miR-195 axis in intestinal epithelium is of particular importance from a clinical point of view because human intestinal mucosa with injury/erosions and inflammation from patients with IBD and sepsis exhibited increased levels of *Cdr1as* that were associated with the deregulated expression of many miRNAs, including miR-195, as reported previously (31, 52). miR-195 is an evolutionarily conserved miRNA with a variety of distinct cellular functions, and its expression levels increase markedly in chronic and unhealed injury and intestinal mucosa with growth inhibition (31, 35). miR-195 exerts its regulatory functions by suppressing the expression of different proteins (CDK4, CDK6, WEE1, IGF2 receptor, STIM1, and DCLK1) essential for repair and constant renewal of the intestinal epithelium (35, 53, 54). In this study, we uncovered a pivotal role for *Cdr1as* in coordinating intestinal epithelium homeostasis by altering miR-195 function. *Cdr1as^–/–^* mice displayed increased growth and enhanced repair after acute injury in the intestinal mucosa and this stimulatory effect is mediated primarily through interaction with miR-195. We also found that *Cdr1as* upregulated miR-195 expression at multiple levels, including cytoplasmic processing and pre-miR-195 stability.

In summary, our results indicate that interactions between *Cdr1as* and miR-195 are important for maintaining homeostasis of the intestinal epithelium and suggest that *Cdr1as* and miR-195 represent possible therapeutic targets to protect intestinal epithelial integrity and enhance mucosal repair after injury in patients with critical illness.

## Methods

### Chemicals and cell culture.

Caco-2 cells were purchased from the American Type Culture Collection and were maintained under standard culture conditions (22). The culture medium and FBS were purchased from Invitrogen and the chemicals from Sigma-Aldrich. Antibodies recognizing PCNA (catalog 2586), Cdk6 (catalog 3136), mucin 2 (catalog 88686), p62 (catalog 5114), ATG5 (catalog 12994), ATG12 (catalog 4180), ATG16L1 (catalog 8089), beclin 1 (catalog 3738), LC3 (catalog 12741), NOD1 (catalog 3545), GAPDH (catalog 2118s) (all from Cell Signaling Technology); E-cadherin (catalog 610182, BD Biosciences), occludin (catalog 33-1500), HuR (catalog sc-5261, Santa Cruz Biotechnology), beclin 2 (catalog PA1-46312, Invitrogen), NOD2 (catalog 14-5858-82, Invitrogen), Hsc70 (catalog ADI-SPA-815-F, Enzo Life Sciences), and GAPDH (catalog sc-32233, Santa Cruz Biotechnology). The secondary antibody conjugated to horseradish peroxidase was from Sigma-Aldrich. All antibodies utilized in this study were validated for species specificity. Antibody dilutions used for Western blots of PCNA, Cdk6, E-cadherin, occludin, mucin 2, p62, HuR, ATG5, ATG12, ATG16L1, beclin 1, beclin 2, LC3, NOD1, NOD2, Hsc70, and GAPDH were 1:800 or 1:1000 (primary antibody) and 1:2000 (secondary antibody). Relative protein levels were analyzed by using the Bio-Rad Chemidoc and XRS system equipped with Image Lab software (version 4.1). We also utilized the “Quantity tool” to determine the band intensity volume; the values were normalized to the internal loading control, GAPDH.

### Intestinal organoid culture and plasmid construction.

Isolation and culture of primary enterocytes were conducted following the method described previously (28, 55). Briefly, primary crypts were released from the small intestinal mucosa in mice; isolated crypts were mixed with Matrigel (BD Biosciences) and cultured in IntestiCult organoid growth medium (STEMCELL Technologies). The levels of DNA synthesis were measured by BrdU incorporation, and the growth of organoids was examined by measuring the surface area of organoid horizontal cross sections using the NIS-Elements AR4.30.02 program.

The recombined Lenti-*Cdr1as* vector was custom made by AMSBIO, in which intron–*Cdr1as* locus–intron/GFP expression was under the control of the suCMV promoter (24). Lenti-*Cdr1as* and Lenti-Con vectors were packaged in lentiviral production cells, concentrated by ultracentrifugation, resuspended in PBS, and used to increase *Cdr1as* in vitro and ex vivo, as described previously (8, 24).

### Generation of Cdr1as^–/–^ mice and animal experiments.

To create a loss-of-function mouse model, the *Cdr1as* locus was deleted from the mouse genome using the CRISPR/Cas9 approach (21). Briefly, 1-cell embryos were microinjected with Cas9 protein and 2 single-guide RNAs (sgRNAs) designed to target sequences upstream of *Cdr1as* splice sites, and the *Cdr1as^–/–^* strain was generated on the pure C57BL/6J background. Different sgRNAs were selected and synthesized by Synthego Inc. (Figure 2A and Supplemental Figure 1), and the sgRNA CRISPR/Cas9 efficiency was validated with the expertise provided by Genome Modification Facility at Harvard University using an ex vivo validation approach. Cas9 protein obtained from IDT and the synthetic sgRNAs were introduced into mouse embryos, and then the embryos were cultured to blastocysts. Each embryo was individually lysed, denatured, and PCR was performed followed by T7E1 assay to confirm genome editing at the *Cdr1as* locus. For microinjections, zygotes were obtained by mating of C57BL/6J males with superovulated C57BL/6J females (Jackson Laboratory). Genotyping analysis showed that there were 21 *Cdr1as^–/–^* mice selected from a total of 44 mice generated by CRISPR/Cas9 (Supplemental Figure 1D) and they were housed in a pathogen-free animal facility at the Baltimore VA Medical Center.

Animals were deprived of food but allowed free access to tap water for 24 hours before experiments. To generate the model of CLP-induced injury, age-matched male and female mice were anesthetized by Nembutal, and CLP was performed as described previously (23). Forty-eight hours after CLP, two 4-cm segments taken from the middle of the small intestine were removed from each animal as described previously (14, 22). To generate the model of small intestinal I/R-induced injury, mice were anesthetized, and a midline abdominal incision was performed. Mice were exposed to 30-minute superior mesenteric artery ischemia, followed by reperfusion for 2 hours as described previously (56). Sham operation for controls only involved laparotomy without mesenteric ischemia. To generate the colonic mucosal injury model, mice were fed with 3% DSS dissolved in drinking water for 7 consecutive days, as previously reported (22, 24).

### Studies using human tissues.

Human tissue samples were obtained from surplus discarded tissues from the Department of Surgery, University of Maryland Health Science Center (Baltimore, Maryland) and commercial tissue banks (BioIVT). Total RNA was isolated from the colonic mucosa in patients with UC and from the ileal mucosa in patients with CD by using the RNeasy mini kit (Qiagen), as described previously (14). For RNA-FISH assay, dissected and opened intestines were mounted onto a solid surface and fixed in formalin and paraffin, as carried out according to the method described in Xiao et al. (27).

### Histology, immunofluorescent staining, and RNA-FISH assay.

Dissected and opened intestines were mounted onto a solid surface and fixed in formalin and paraffin. Sections of 5 μm thickness were stained with H&E for general histology. Using a micrometer eyepiece, the overall length of villus and crypts and microscopic mucosal injury/erosions of each section were measured as described previously (14, 22). The immunofluorescent staining procedure was carried out according to the method we have described previously (8, 28). For experiments using mucosal tissue samples from mice, more than 5 slides (5 μm thickness section) in each tissue sample were prepared for immunofluorescent staining. For studies in cultured intestinal organoids, the slides were fixed in 3.7% formaldehyde in PBS and rehydrated. All slides were incubated with a primary antibody recognizing Ki67, lysozyme, DCLK1, or E-cadherin in blocking buffer overnight and then incubated with secondary antibody conjugated with Alexa Fluor 594 (Molecular Probes) for 2 hours at room temperature. After rinsing 3 times, the slides were incubated with DAPI (Molecular Probes) at a concentration of 1 μM for 10 minutes to stain cell nuclei. Finally, the slides were washed, mounted, and viewed through a Zeiss confocal microscope (model LSM700). Slides were examined in a blinded fashion by coding them, and only after examination was complete were they decoded. Images were processed using Photoshop software (Adobe).

The RNA-FISH assay was performed with the ISH optimization kit from Exiqon, as described previously (27, 31). Briefly, the slides were deparaffinized and then incubated with proteinase-K. After washes with PBS, the slides were dehydrated and hybridized with 25 nM fluorescent LNA probe for 1 hour at 60°C. The slides were washed with SSC buffers and PBS, covered with cover slides, and then processed using a Zeiss confocal microscope.

### Q-PCR analysis and miRNA microarray.

Total RNA was used in RT and PCR amplification reactions as described previously (27, 57). Q-PCR analysis was performed using the Step-one-plus System with specific primers, probes, and software (Applied Biosystems). To measure circRNA levels, total RNA was digested with RNase R to remove all linear RNAs; after RT, the cDNA library was used for amplification (Q-PCR analysis) using primer pairs that spanned the circularization junction. To examine the subcellular distribution of RNA, nuclear and cytoplasmic fractions from Caco-2 cells were isolated and purified with the SurePrep Nuclear/Cytoplasmic RNA Purification Kit from Fisher Bioreagents, following the manufacturer’s instructions. The levels of β-tubulin (a cytoplasmic protein marker) and lamin B (a nuclear protein marker) were examined in the 2 fractions to ascertain the purity of the cytoplasmic and nuclear preparations. Total RNA was isolated from nuclear and cytoplasmic fractions, and the levels of *Cdr1as* and lncRNAs were examined by Q-PCR analysis, as described previously (8, 31). For miRNA array studies, total RNA was purified with a miRCURY RNA isolation kit, and miRCURY LNA array of miRNA profiling services was performed by Arraystar. *Cdr1as* levels were quantified by Q-PCR analysis by using a SYBR Green PCR assay.

### Immunoblotting analysis.

Whole-cell lysates were prepared using 2% SDS, sonicated, and centrifuged at 4°C for 15 minutes. The supernatants were boiled and size-fractionated by SDS-PAGE. After the blots were incubated with primary and then secondary antibodies, immunocomplexes were detected by using chemiluminescence.

### Assays of gut permeability.

FITC-dextran dissolved in water (Sigma-Aldrich; 4 kDa, 600 mg/kg) was administered to mice via gavage as described previously (32). Blood was collected 4 hours thereafter via cardiac puncture. The serum concentration of the FITC-dextran was determined using a plate reader with an excitation wavelength at 490 nm and an emission wavelength of 530 nm. The concentration of FITC-dextran in sera was determined by comparison to a FITC-dextran standard curve.

### Measurement of epithelial repair in vitro.

The epithelial injury model and repair assays were performed as described previously (14, 35). Cells were plated at 6.25 × 10^4^/cm^2^ in DMEM containing FBS on 60-mm dishes thinly coated with Matrigel according to the manufacturer’s instructions (BD Biosciences) and were incubated as described for stock cultures. Cells were fed on day 2, and the monolayer was wounded by removing part of the monolayer on day 4; repair was assayed at different times after wounding by using NIS-Elements AR v4.30.02 image analysis. All experiments were carried out in triplicate, and the results are reported as the percentage of wound width covered.

### Statistics.

All values are expressed as the mean ± SEM. Unpaired, 2-tailed Student’s *t* test was used when indicated. When assessing multiple groups, 1- or 2-way ANOVA was utilized with Tukey’s post hoc test (57). The statistical software used was GraphPad Prism 9.0. For nonparametric analysis rank comparison, the Kruskal-Wallis test was conducted. A *P* value of less than 0.05 was considered significant.

### Study approvals.

All animal experiments were conducted in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and were approved by the Institutional Animal Care and Use Committee of the University Maryland School of Medicine and the Research and Development Committee at the Baltimore VA Hospital. The study using human tissues was approved by the University of Maryland Institutional Review Board.

### Data availability.

Primary data sets of miRNA expression profiles in the small intestinal mucosa of *Cdr1as^–/–^* and littermate mice as examined by microarray have been generated and deposited in NCBI (GEO GSE250489). All supporting data for each figure panel are available in the Supporting Data Values file. Any additional information required to reanalyze the data reported in this paper is available upon request.

## Author contributions

HKC and LX performed most experiments and summarized data. NH, JC, VY, CMC, BR, and JNR participated experiments in vivo, immunoprecipitation assays, and experiments conducted in intestinal organoids and cultured IECs. DJT and RK participated in experiments using human tissues and data analysis. MG participated in data analysis and edited the manuscript. JYW designed experiments, analyzed data, prepared figures, and drafted the manuscript. All authors reviewed the final manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
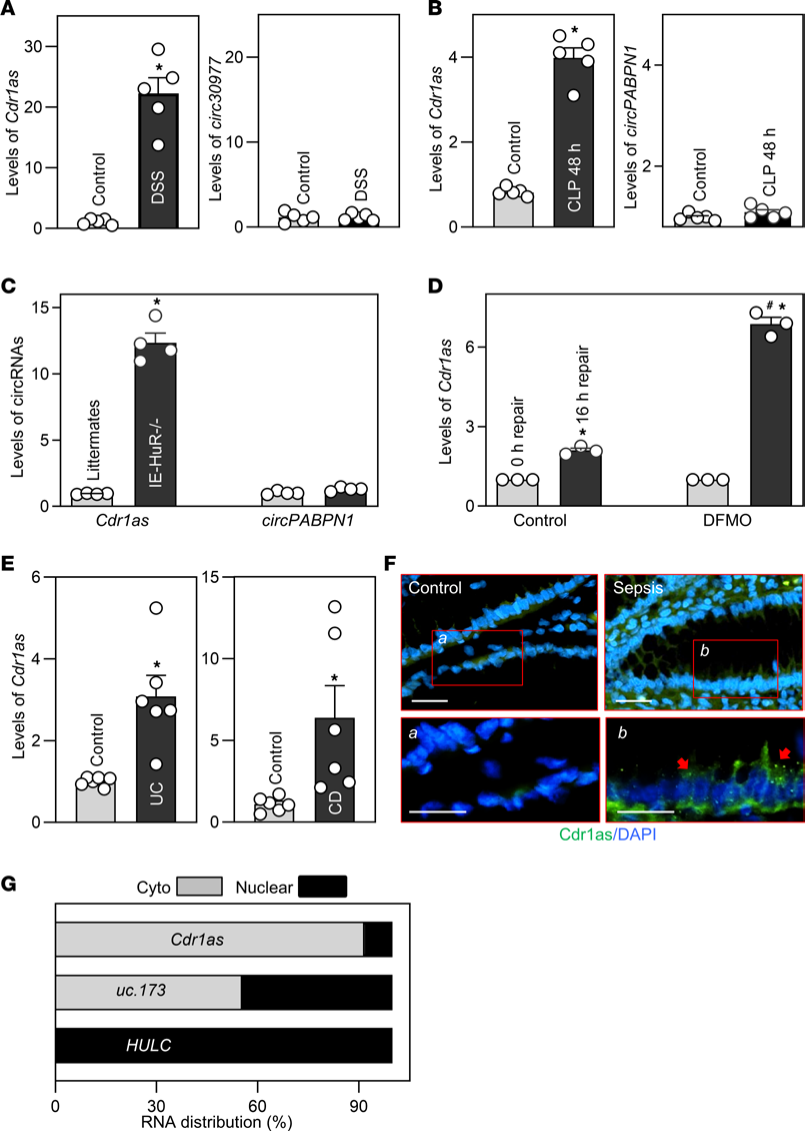
Mucosal *Cdr1as* expression in the intestine associated with various pathologies. (**A**) Levels of mucosal *Cdr1as* and *circ30977* in the colons of mice treated with water (control) or 3% DSS for 7 days as measured using Q-PCR. Values are the mean ± SEM (*n* = 5). *P < 0.05 compared with control mice. (**B**) Levels of mucosal *Cdr1as* and *circPABPN1* in the small intestine of mice exposed to CLP for 48 hours (*n* = 5). *P < 0.05 compared with control. (**C**) Levels of mucosal *Cdr1as* and *circPABPN1* in the small intestine from control littermate and IE-HuR^–/–^ mice (*n* = 4). *P < 0.05 compared with littermates. (**D**) Levels of *Cdr1as* in cultured Caco-2 cells 16 hours after wounding in the presence or absence of cellular polyamines. Cells were exposed to DFMO (5 mmol/L) for 6 days, and the levels of *Cdr1as* were examined 16 hours after wounding (*n* = 3). *P < 0.05 and ^#^*P* < 0.05 compared with 0-hour repair and 16-hour repair of the control group, respectively. (**E**) Mucosal *Cdr1as* levels in the colon from patients with ulcerative colitis (UC) and the ileum from patients with Crohn disease (CD) (*n* = 6). *P < 0.05 compared with controls. (**F**) In situ hybridization of *Cdr1as* with fluorescent LNA-RNA detection probe in the small intestinal mucosa in patients with sepsis, as shown in green. Scale bars: 25 μm; arrows indicate *Cdr1as* staining. Experiments were conducted in 4 control individuals and 4 septic patients and showed similar results. (**G**) Levels of cytoplasmic (cyto) and nuclear *Cdr1as*, *uc.173*, and *HULC* in Caco-2 cells. Statistical significance was analyzed using unpaired, 2-tailed Student’s *t* test, except for results in **F** and **G**. All experiments in **F** and **G** were repeated 3 times with similar results.

**Figure 2:**
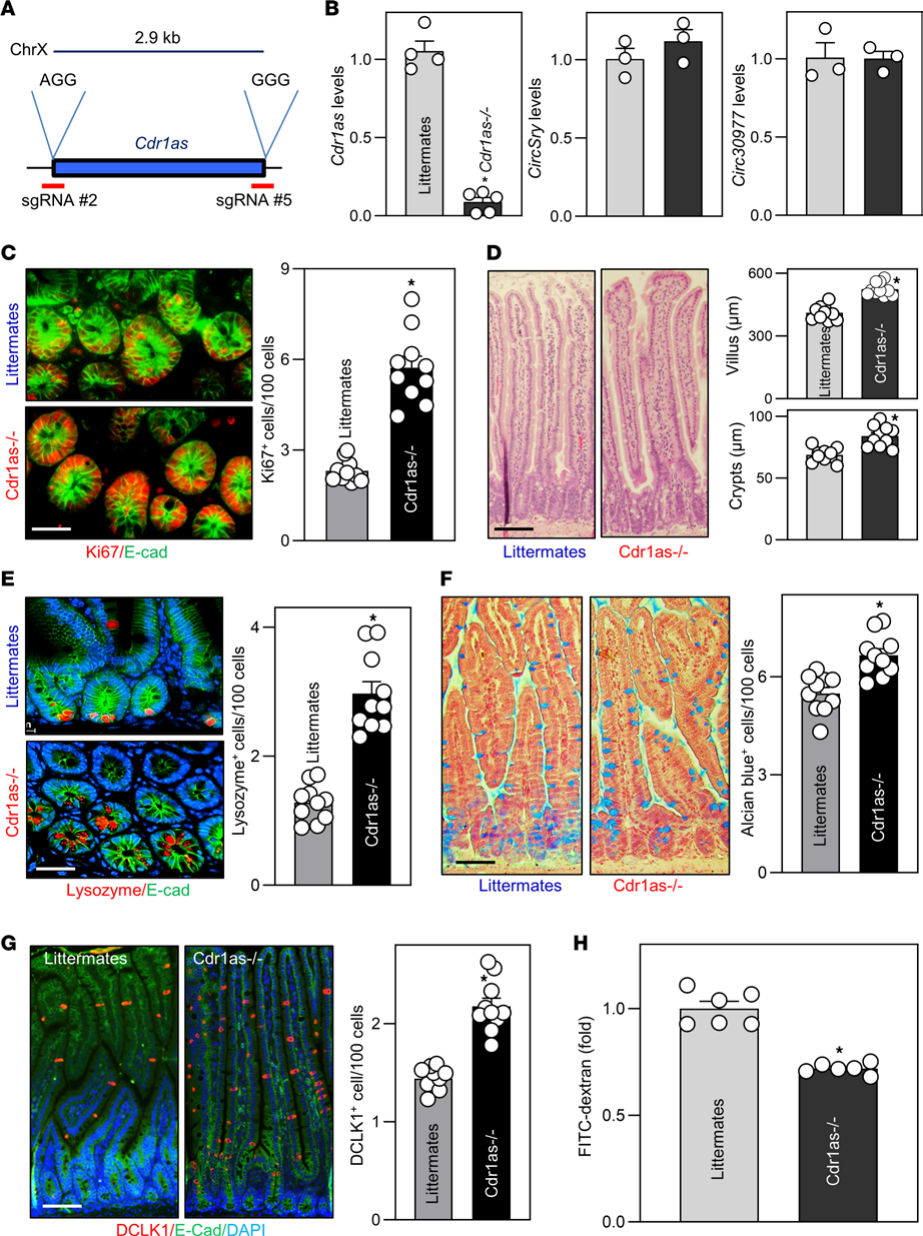
Targeted deletion of the *Cdr1as* locus by CRISPR/Cas9 promotes renewal of the intestinal epithelium and enhances gut barrier function in mice. (**A**) The sequences given denote protospacer-adjacent motifs. kb, kilobases. (**B**) Q-PCR assay confirmed successful genetic ablation of *Cdr1as*, as shown by a specific decrease in levels of *Cdr1as* in the small intestinal mucosa of *Cdr1as^–/–^* mice. Values are the mean ± SEM (*n* = 3 or 5). *P < 0.05 compared with littermates. (**C**) Left: Proliferating cells in small intestinal crypts in control littermate and *Cdr1as^–/–^* mice, as measured by Ki67 immunostaining. Red, Ki67; green, E-cadherin (E-cad). Right: Quantitative data of Ki67-positive cells (*n* = 10). *P < 0.05 compared with littermates. (**D**) Photomicrographs of H&E (left) and changes in the length of villi and crypts (right) of the mucosa described in **C** (*n* = 10). *P < 0.05 compared with littermates. (**E**–**G**) Changes in Paneth cells (lysozyme-positive cells), goblet cells (Alcian blue staining), and tuft cells (DCLK1-positive cells) in the mucosa described in **C**. *P < 0.05 compared with littermates (*n* = 10). (**H**) Changes in gut permeability in littermate and *Cdr1as^–/–^* mice. FITC-dextran was given orally, and blood samples were collected 4 hours thereafter for measurement. *P < 0.05 compared with littermates (*n* = 6). In **B**–**H**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* tests. Scale bars: 25 μm.

**Figure 3:**
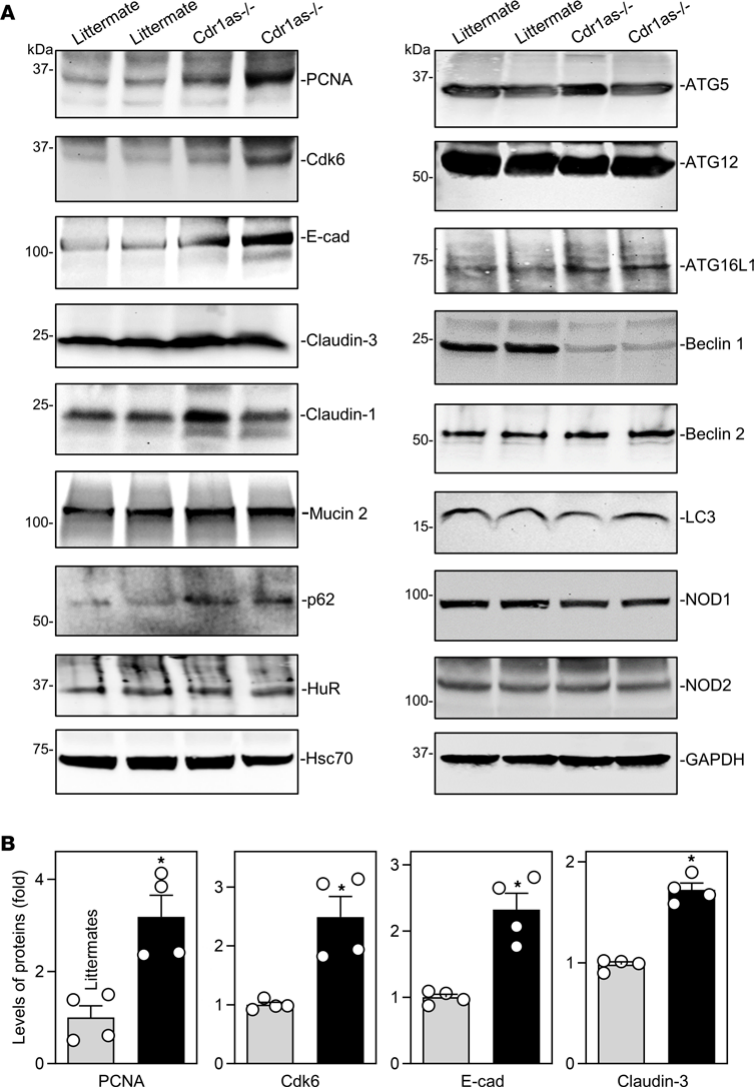
*Cdr1as* deletion increases the levels of proliferation-associated proteins and intercellular junctions in the intestinal epithelium. (**A**) Immunoblots of PCNA, Cdk6, E-cadherin (E-cad), occludin, mucin 2, RBPs (p62 and HuR), and autophagy-relevant proteins such as ATGs and their regulatory proteins in the small intestinal mucosa of littermate and *Cdr1as^–/–^* mice. Total proteins were isolated from the mucosal tissues and prepared for Western blot analysis. Equal loading was monitored by GAPDH. Three separate experiments were performed and showed similar results. (**B**) Quantitative analysis derived from densitometric scans of immunoblots of PCNA, Cdk6, E-cad, and Claudin-3 as described in **A**. Values are the mean ± SEM (*n* = 4). *P < 0.05 compared with control littermates. In **B**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* tests.

**Figure 4:**
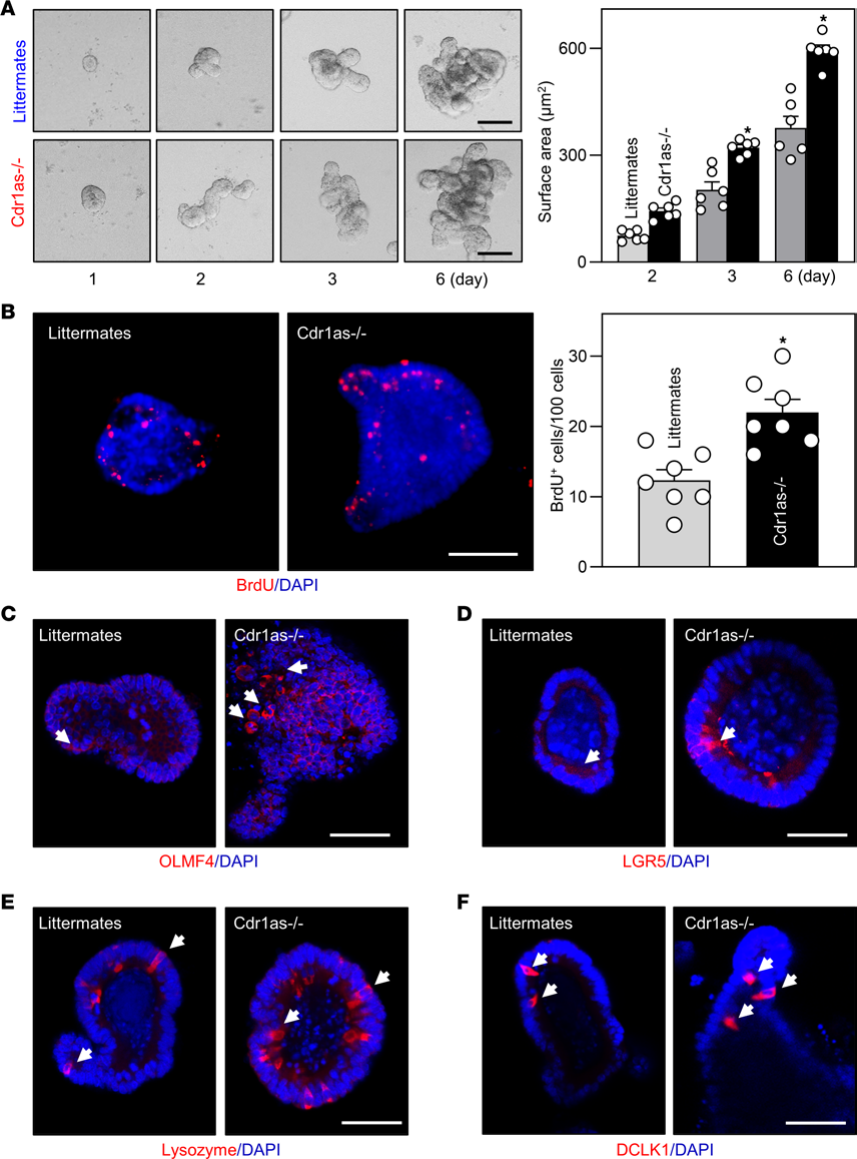
*Cdr1as* deletion increases the growth of intestinal organoids. (**A**) Growth of intestinal organoids derived from the proximal small intestine of *Cdr1as^–/–^* and control littermate mice. Images were taken at different times in culture. Values are the mean ± SEM (*n* = 6). *P < 0.05 compared with control littermates. (**B**) Proliferating cells in intestinal organoids on day 3 in culture, as measured by BrdU labeling (red). *P < 0.05 compared with control littermates (*n* = 6). (**C** and **D**) Activity of ISCs in intestinal organoids described in **B**, as measured by immunostaining using markers OLFM4 and LGR5. (**E** and **F**) Changes in Paneth cells and tuft cells in intestinal organoids on day 4 in culture, as marked by lysozyme and DCLK1, respectively. Scale bars: 50 μm. In **A** and **B**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* test.

**Figure 5:**
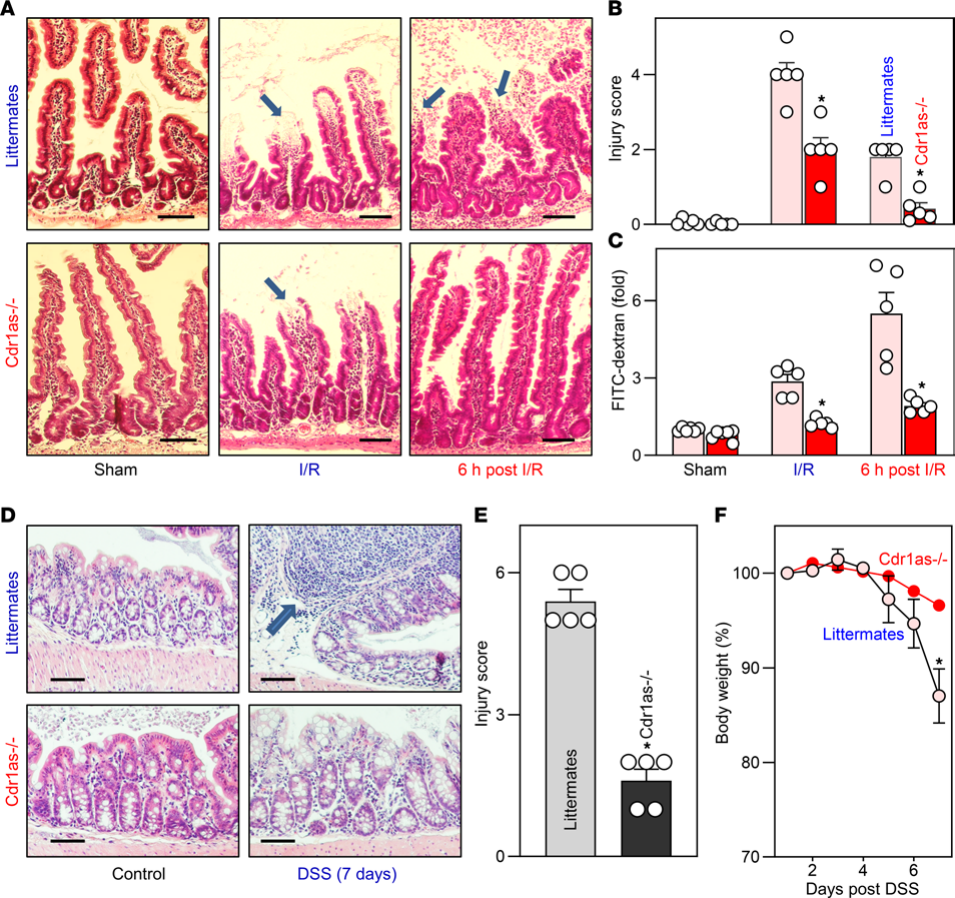
Targeted deletion of *Cdr1as* enhances injury-induced epithelial regeneration and protects the mucosa against colitis in mice. (**A**) Micrographs of the small intestinal mucosa from sham, I/R (mesenteric ischemia for 30 minutes, followed by reperfusion for 2 hours), and 6 hours after I/R in littermates and *Cdr1as^–/–^* mice. Arrow indicates injury and erosion. (**B**) Quantitation of the mucosal injury data in mice described in **A**. Values are the mean ± SEM (*n* = 5). *P < 0.05 compared with littermates. (**C**) Gut permeability in mice described in **A**. FITC-dextran was given orally, and blood samples were collected 4 hours later. *P < 0.05 compared with littermates. (**D**) Micrographs of the colonic mucosa in littermate and *Cdr1as^–/–^* mice treated with 3% DSS in drinking water for 7 days (DSS). Arrow indicates mucosal inflammatory injury. (**E**) Quantitation of the mucosal injury data in mice described in **D**. Values are the mean ± SEM (*n* = 5). *P < 0.05 compared with control. (**F**) Changes in body weights of mice described in **D**. *P < 0.05 compared with control (*n* = 5). In **B**, **C**, and **E**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* tests. In **F**, statistical comparison between time-course curves was by 2-way ANOVA with Bonferroni’s post hoc test. Scale bars: 25 μm.

**Figure 6:**
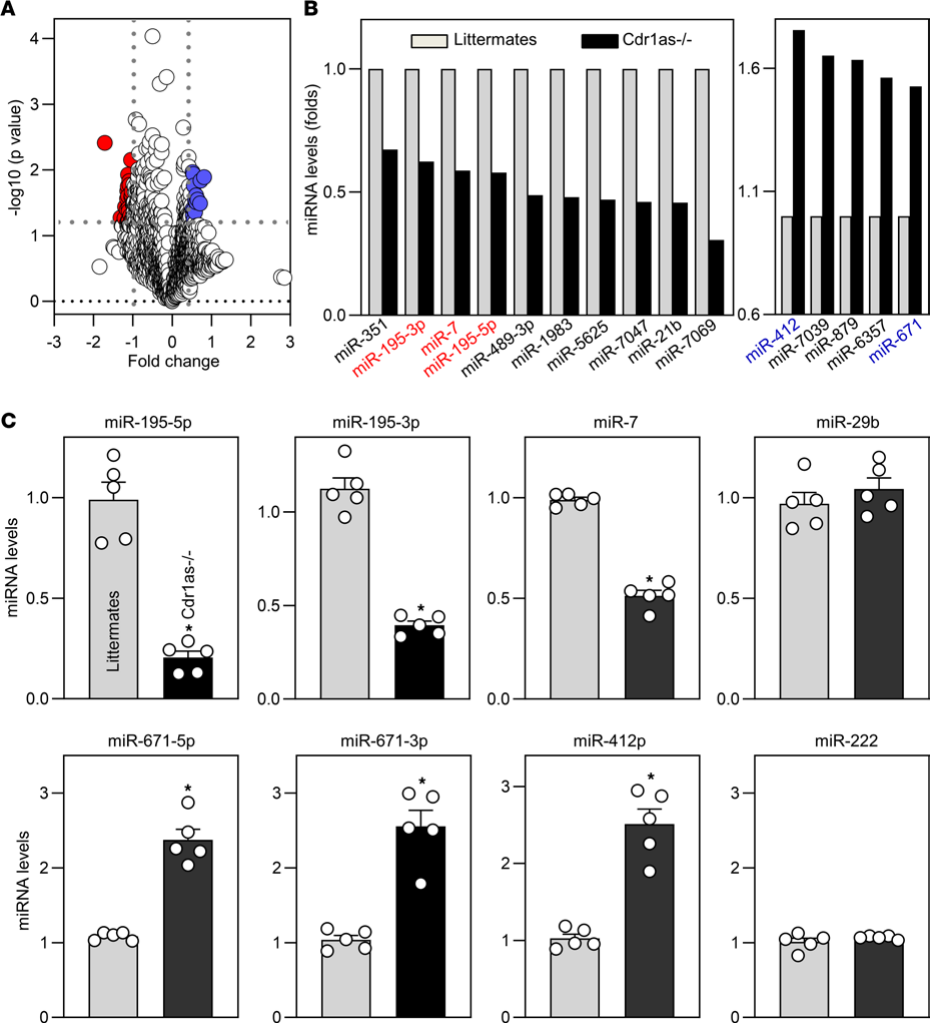
Changes in miRNA expression profile in the intestinal mucosa after *Cdr1as* deletion. (**A**) Scatter plot depictions of miRNAs differentially expressed in the small intestinal mucosa in littermate and *Cdr1as^–/–^* mice, as measured by miRNA microarray. (**B**) Differential expression analysis of miRNAs in results described in **A**. Values are the mean from 3 animals. (**C**) Levels of mucosal miR-195 and other miRNAs in the small intestine as examined by Q-PCR analysis. Values are the mean ± SEM (*n* = 5). *P < 0.05 compared with littermates. In **C**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* test.

**Figure 7:**
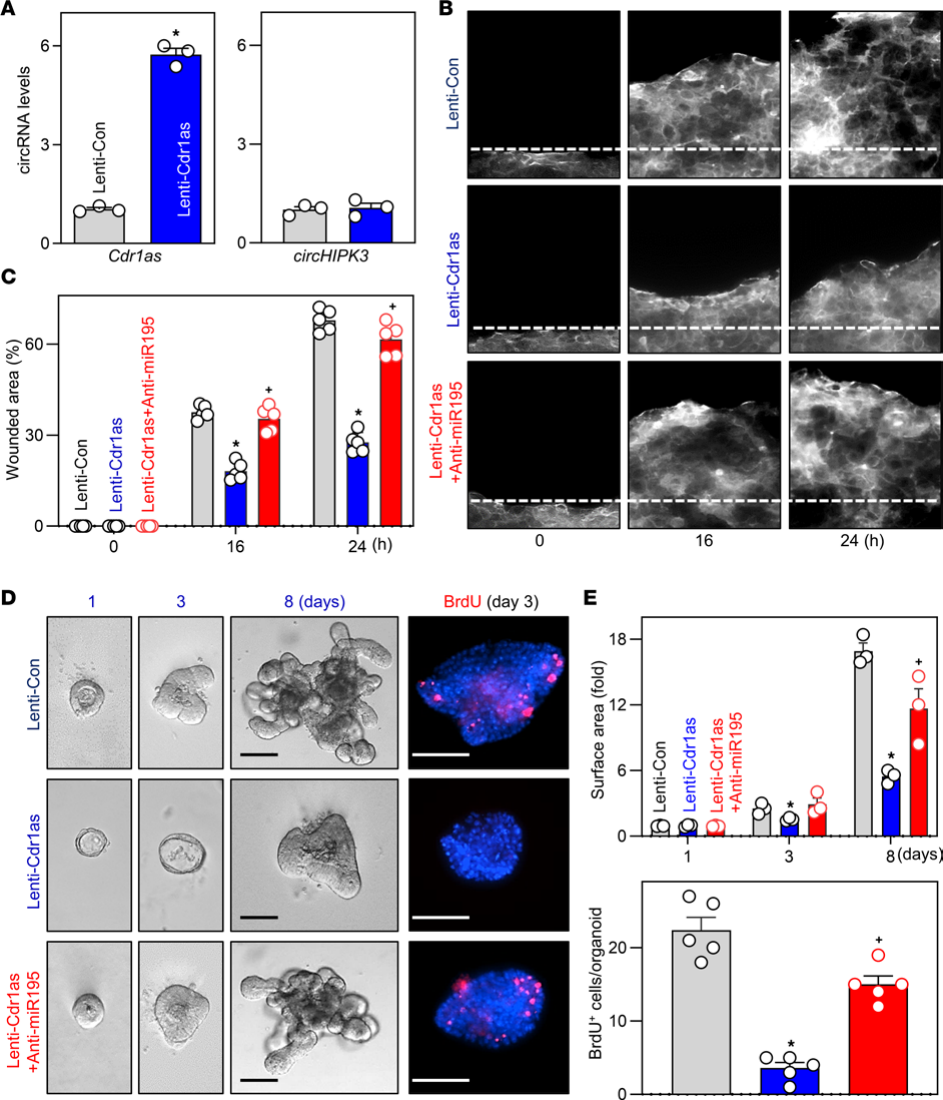
*Cdr1as* inhibits intestinal epithelial repair after wounding and decreases growth of intestinal organoids via miR-195. (**A**) Levels of *Cdr1as* and *circHIPK3* in Caco-2 cells 72 hours after infection with the lentiviral *Cdr1as* expression vector (Lenti-*Cdr1as*) or control lentiviral vector (Lenti-Con), as measured by Q-PCR. Values are the mean ± SEM (*n* = 3). *P < 0.05 compared with Lenti-Con. (**B**) Images of epithelial repair after wounding in cells described in **A**. The monolayer was wounded, and plates were photographed immediately, 16, and 24 hours thereafter. (**C**) Summarized data for cells described in **B**. Values are the mean ± SEM (*n* = 3). *P < 0.05 and ^+^*P* < 0.05 compared with Len-Con or Lenti-*Cdr1as* alone, respectively. (**D**) Growth of enteroids after *Cdr1as* overexpression ex vivo. Left: Bright-field microscopy analysis of enteroids sizes at different times after culture. Right: Confocal analysis of BrdU (red) and DAPI (blue) on day 3 after culture. Scale bars: 100 μm. (**E**) Quantification of surface area (*n* = 3) and BrdU-positive cells in enteroids described in **D**. *P < 0.05 and ^+^*P* < 0.05 compared with Len-Con or Lenti-*Cdr1as* alone, respectively. In **A**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* test, while comparisons of means between more than 2 groups were performed by 1-way ANOVA with Tukey’s multiple-comparison test for **C** and **E**.

**Figure 8:**
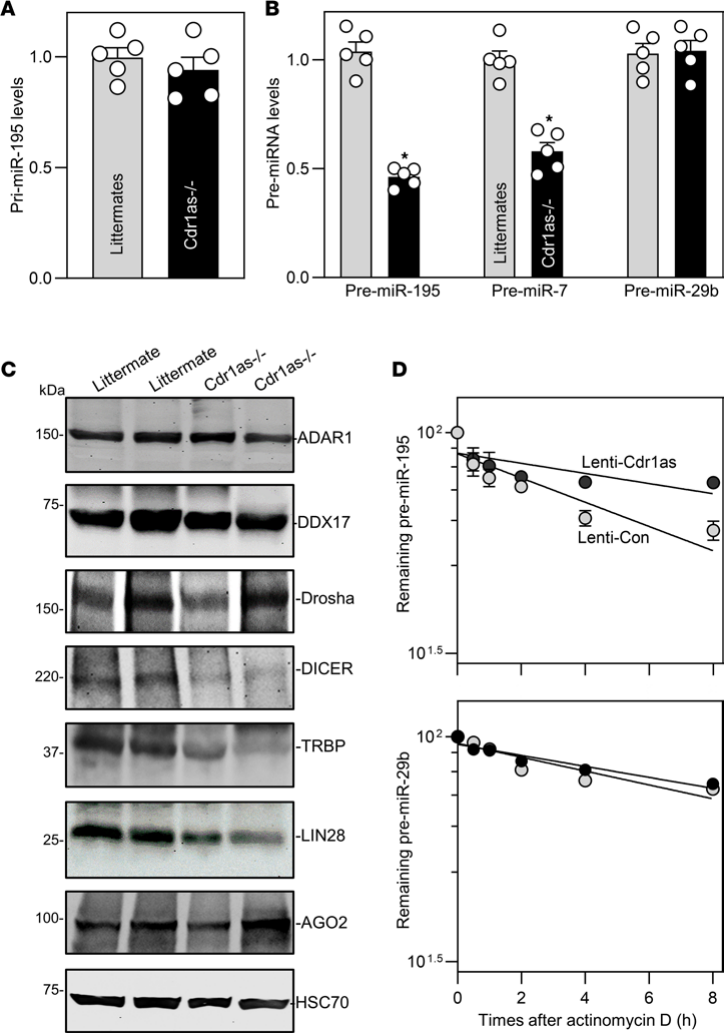
*Cdr1as* regulates miRNA biogenesis and stabilizes pre-miR-195 transcripts. (**A**) Levels of mucosal primary (pri-) miR-195 in the small intestine of littermate and *Cdr1as^–/–^* mice. Values are the mean ± SEM (*n* = 5). *P < 0.05 compared with littermates. (**B**) Levels of mucosal precursor (pre-) miR-195, pre-miR-7, and pre-miR-29b in the small intestine. *P <0.05 compared with littermates (*n* = 5). (**C**) Immunoblots of Drosha and Dicer complex proteins in the small intestinal mucosa of littermate and *Cdr1as^–/–^* mice. Equal loading was monitored by HSC70. (**D**) Stability of pre-miR-195 and pre-miR-29b after *Cdr1as* overexpression. Caco-2 cells were infected with Lenti-*Cdr1as* or Lenti-Con, and actinomycin D was added to the medium 72 hours after the infection. Levels of pre-miR-195 and pre-miR-29b were examined at different times thereafter. Three separate experiments were performed and showed similar results. In **A** and **B**, statistical significance was analyzed using unpaired, 2-tailed Student’s *t* tests. In **D**, statistical comparison between time-course curves was by 2-way ANOVA with Bonferroni’s post hoc test.

# Supplementary material for: Circular RNA Cdr1as inhibits proliferation and delays injury-induced regeneration of the intestinal epithelium
**Source:** JCI Insight. 2024 Jan 16;9(4):e169716. doi: 10.1172/jci.insight.169716
**Supplement:** Supplemental data

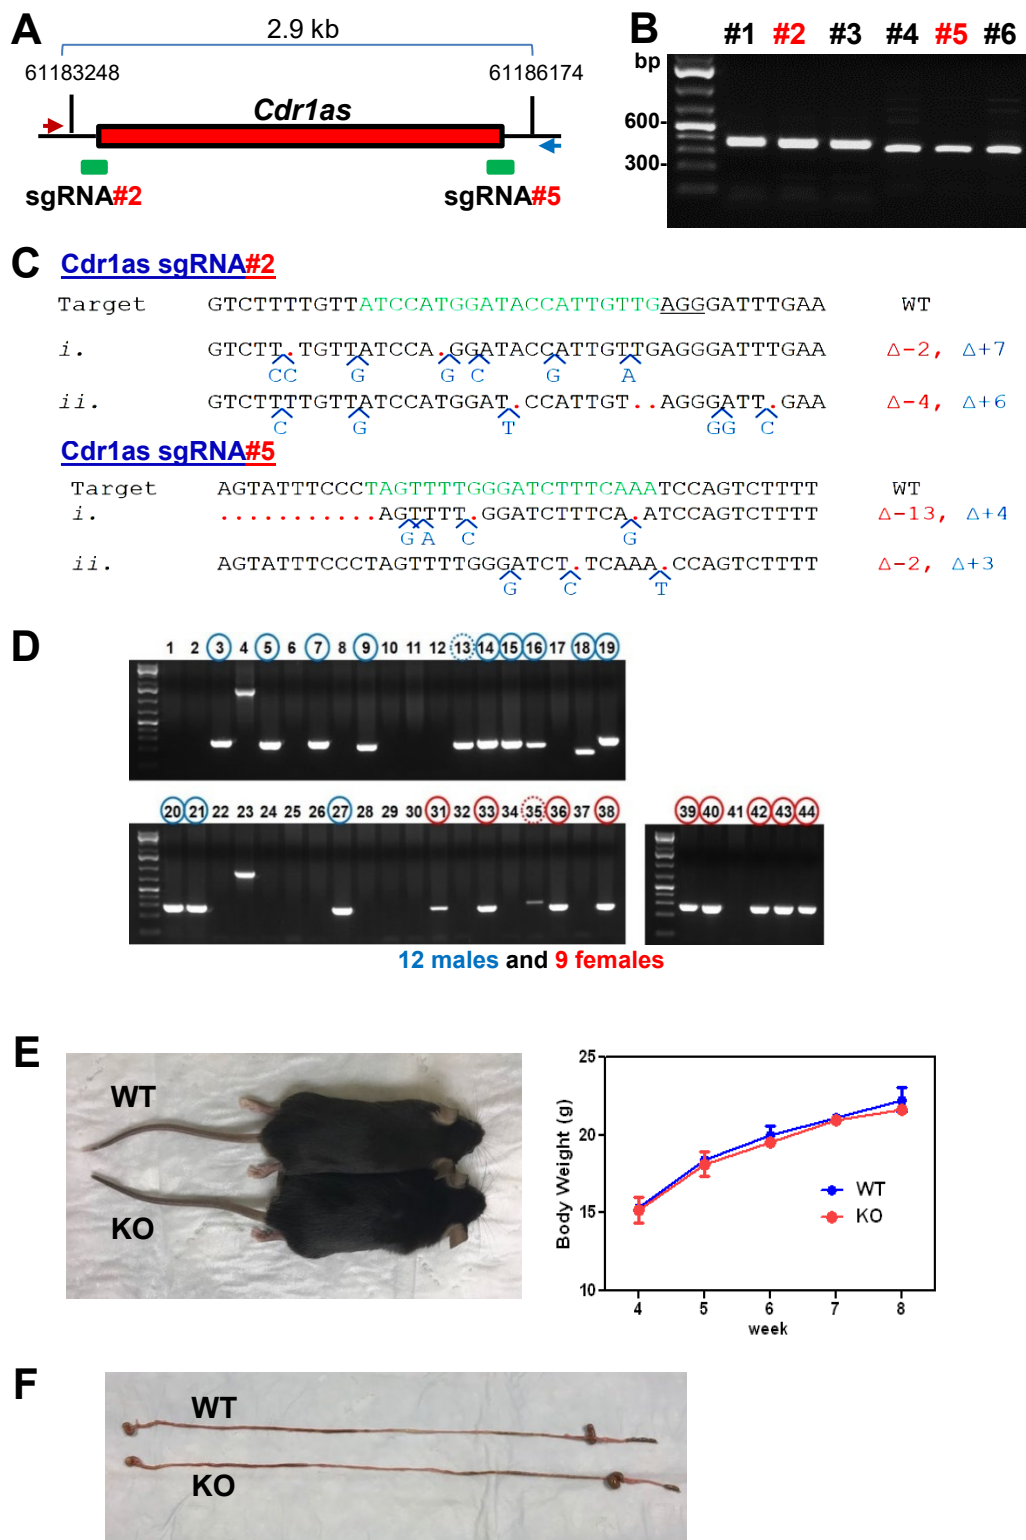

**Supplementary Figure 1.** Generation of *Cdr1as* knockout mice by CRISPR-Cas9. **(A)** The *Cdr1as* locus that was deleted. **(B)** PCR results from *ex vivo* validation in embryos microinjected with sgRNA and Cas9 enzyme. **(C)** DNA sequences of embryo microinjected with sgRNA #2 and #5. Green: sgRNA target;  $\Delta-$ : deleted mutation;  $\Delta+$ : insertional mutation. **(D)** Genotyping analysis showed that there were 21 *Cdr1as* knockout (KO) mice from total 44 mice generated by CRISPR-Cas9 technique. **(E,F)** Mouse, body weights, and gastrointestinal gross in littermate and *Cdr1as*<sup>-/-</sup> mice ( $n = 5$ ).

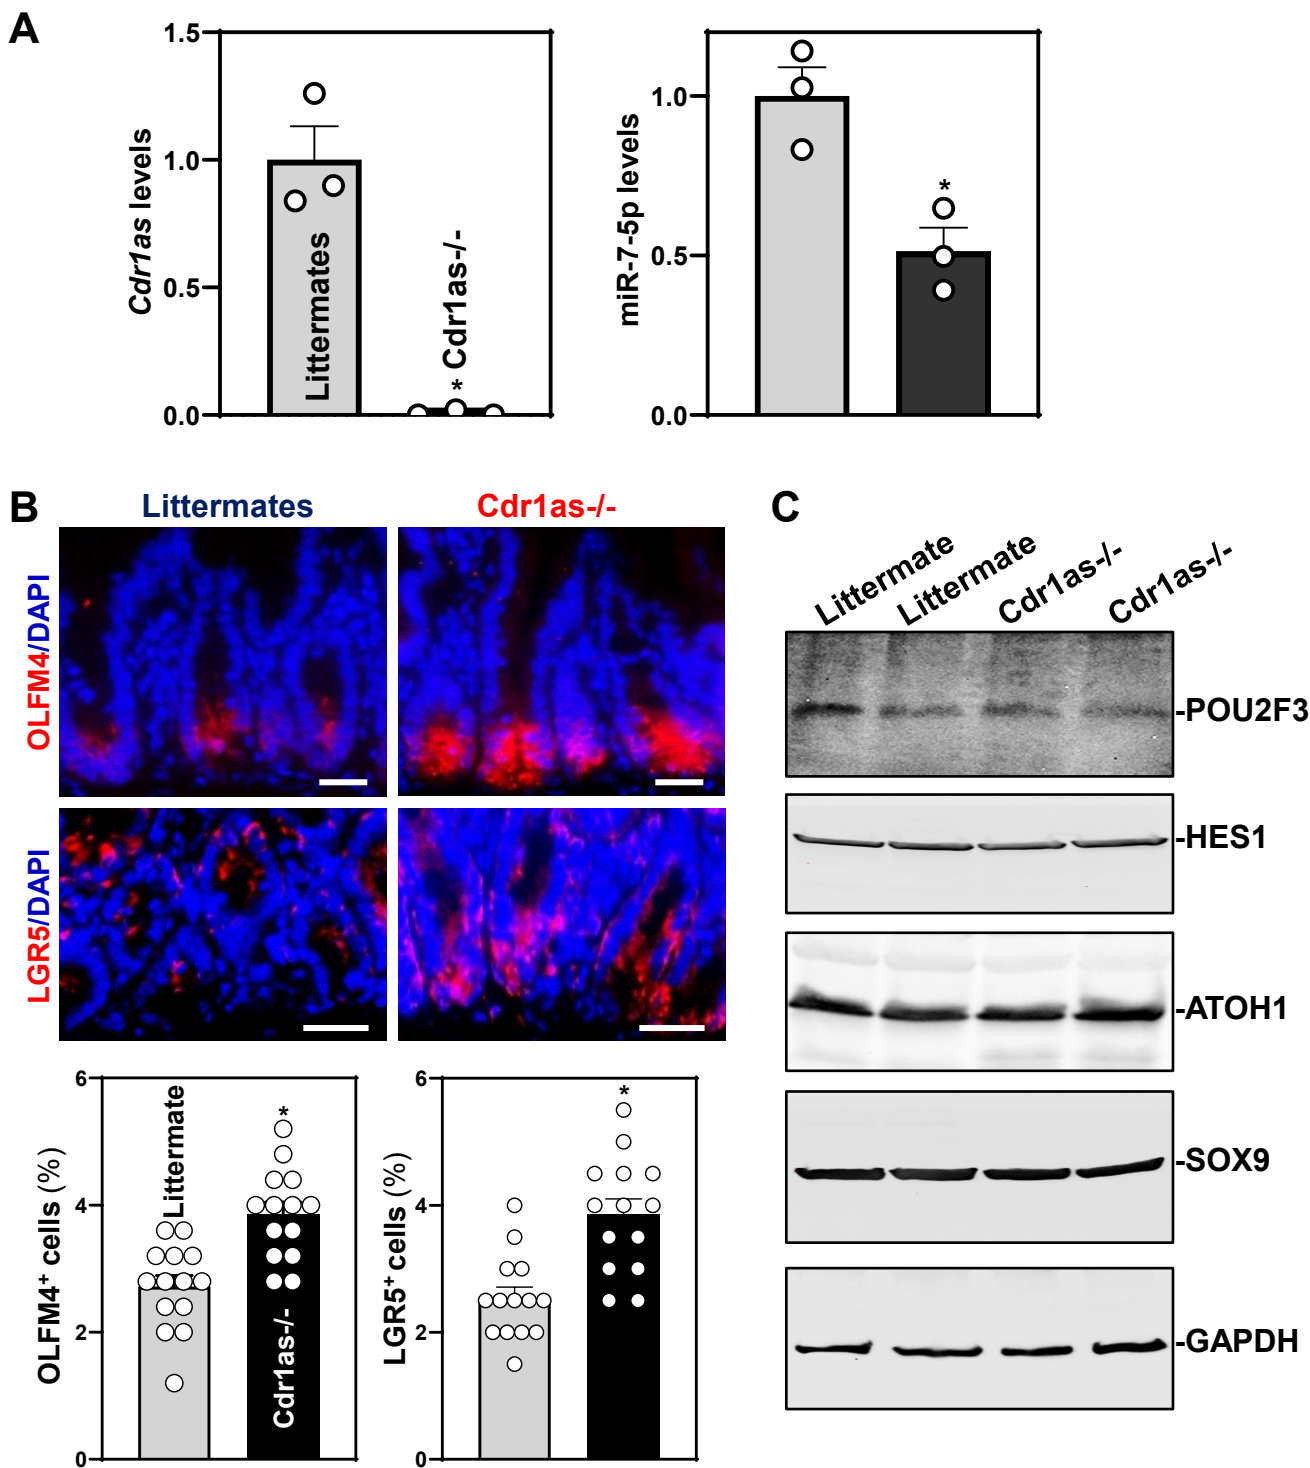

**Supplementary Figure 2.** (A) Levels of *Cdr1as* and miR-7-5p in the brain tissues of littermate and *cdr1as*<sup>-/-</sup> mice as measured by Q-PCR assay. Values are the means  $\pm$  SEM ( $n = 3$ ). \*  $P < 0.05$  compared with littermates. (B) Changes in ISC activity in the small intestinal mucosa after *Cdr1as* deletion, as examined by immunohistochemistry staining. ISCs were marked by OLFM4 (top) and LGR5 (bottom). scale bar: 25  $\mu$ m. \*  $P < 0.05$  compared with control littermates ( $n = 10$ ). (C) Immunoblots of POU2F3, HES1, ATOH1, and SOX9 in the small intestinal mucosa of littermate and *Cdr1as*<sup>-/-</sup> mice. Three separate experiments were performed and showed similar results.

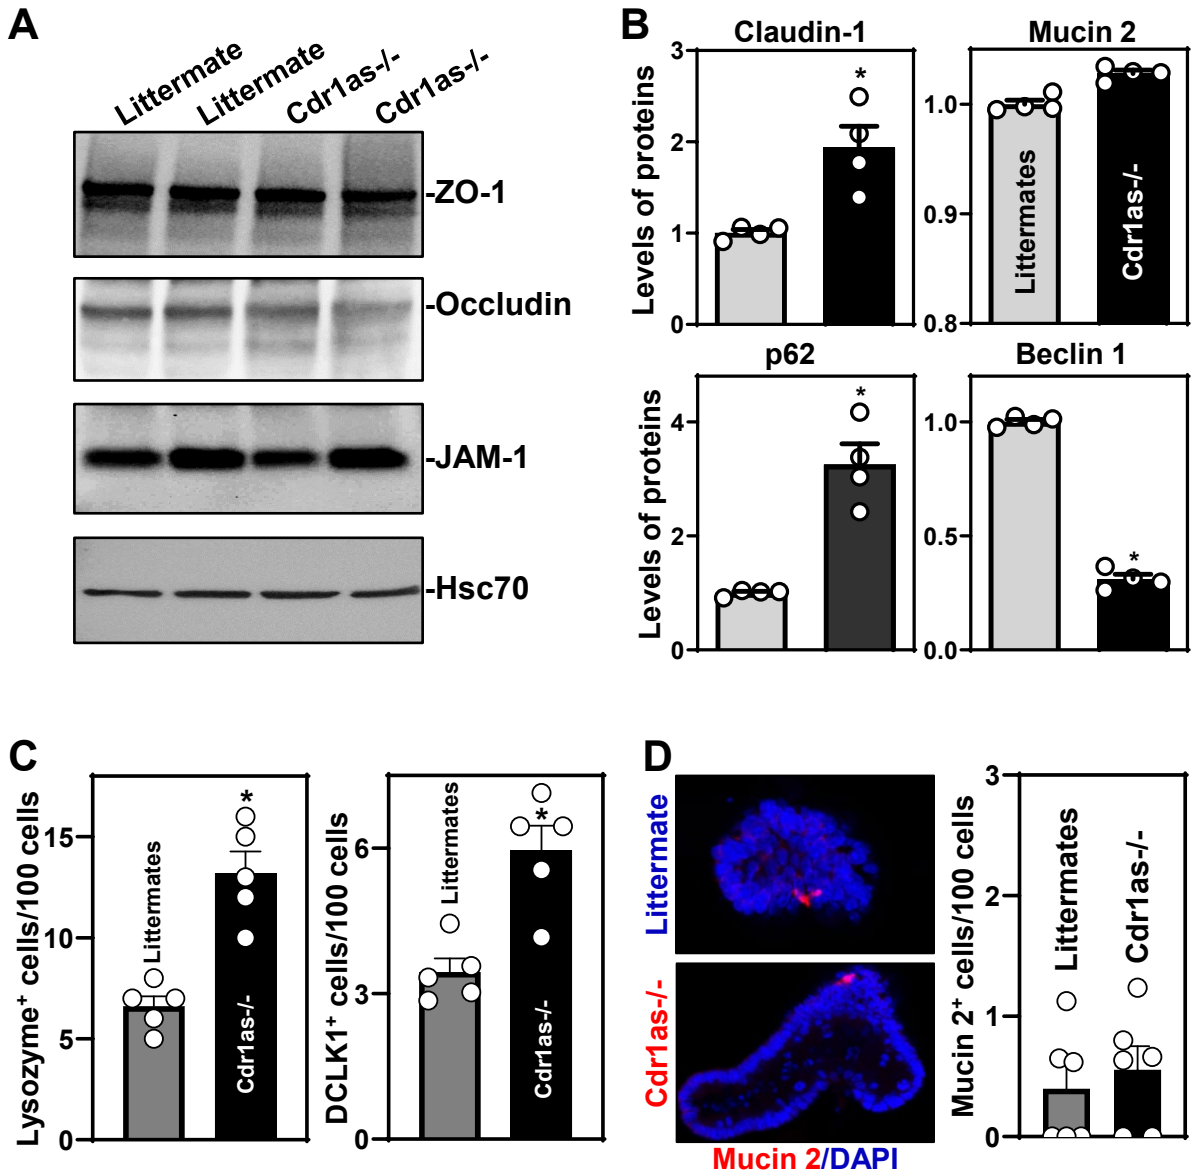

**Supplementary Figure 3.** (A) Immunoblots of ZO-1, occludin, and JAM1 in the small intestinal mucosa of littermates and Cdr1as<sup>-/-</sup> mice. Three separate experiments were performed and showed similar results. (B) Quantitative analysis derived from densitometric scans of immunoblots of claudin-1, mucin 2, p62, and beclin 1 in the small intestinal mucosa described in Figure 3A. Values are the means  $\pm$  SEM ( $n = 4$ ). \* $P < 0.05$  compared with control littermates. (C) Quantitative data of lysozyme-positive cells (left) and DCLK1-positive cell (right) in intestinal organoids described in Figure 4E,F. \* $P < 0.05$  compared with the organoids generated from littermate mice ( $n = 5$ ). (D) Goblet cells (marked by mucin 2) in intestinal organoids as described in Figure 4E. Values are the means  $\pm$  SEM ( $n = 6$ ).

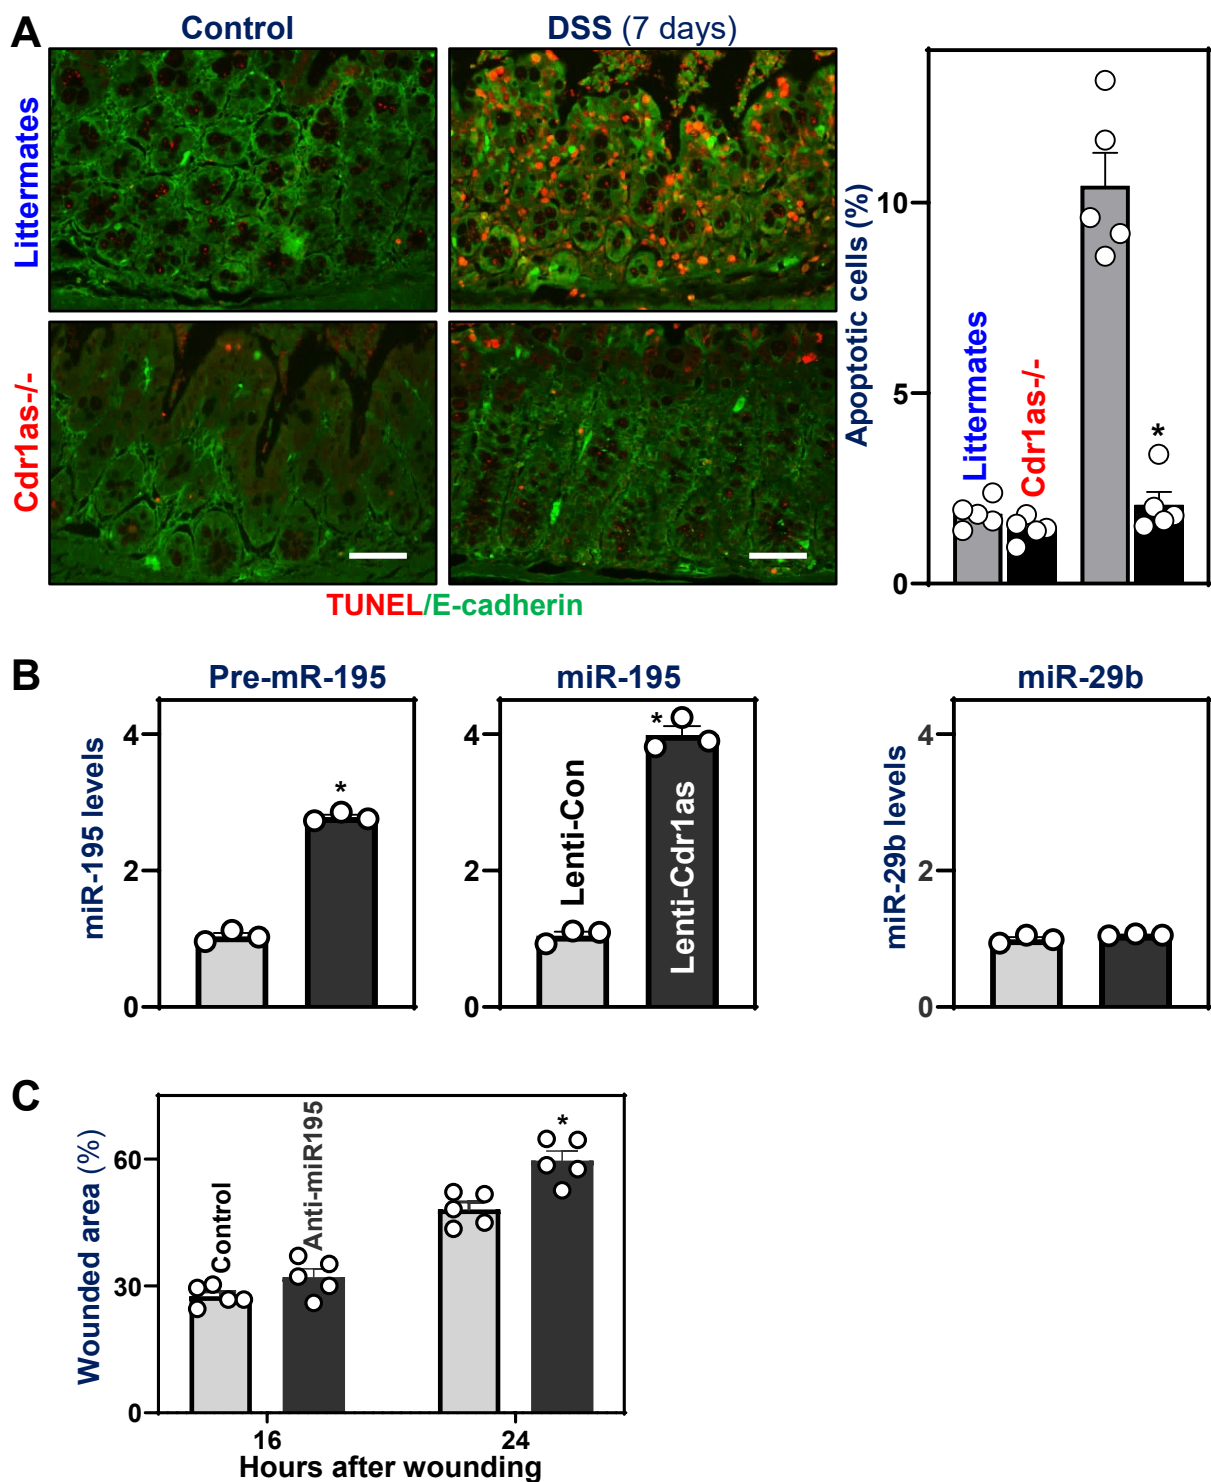

**Supplementary Figure 4. (A)** Apoptotic cells in the colonic mucosa of littermate and *Cdr1as*<sup>-/-</sup> mice treated with 3% DSS in drinking water for 7 days (DSS), as measured with TUNEL staining. scale bar: 25  $\mu$ m. Values are means + SEM ( $n = 5$ ). \*  $P < 0.05$  compared with littermates. **(B)** Levels of pre-miR-195, miR-195, and miR-29b in Caco-2 cells 72 h after infection with the lentiviral *Cdr1as* expression vector (Lenti-*Cdr1as*) or control lentiviral vector (Lenti-Con) as measured by Q-PCR. Values are the means  $\pm$  SEM ( $n = 3$ ). \*  $P < 0.05$  compared with Lenti-Con. **(C)** Summarized data of epithelial repair after wounding in cells treated with lenti-Con alone or lenti-Con plus anti-miR195. \*  $P < 0.05$  compared with Len-Con alone ( $n = 5$ ).

How the deposited data were processed for this re-analysis (not part of the article)

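Small RNA levels in the small intestinal mucosa of 3 littermates and 3 Cdr1as-/- mice were measured on 6 one-colour arrays. Samples were grouped by genotype and replicate number as given in their labels, and all per-sample columns that were used could be assigned to a sample.

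Of the deposited files, the scanner output of each array holds the intensity of every spot, from which the authors' scanner software (Feature Extraction) had subtracted the local background; these intensities had not been normalized between arrays. A deposited table of normalized log2 intensities covers 10690 of the 14192 small RNA probes; the paper's text does not name its normalization, and the quartiles and the highest value are alike on all 6 arrays. The authors' deposited table of the comparison holds, for 1831 miRNAs, normalized log2 values per sample, a fold change as a ratio and as its log2, p-values from 2 tests, a q-value, and the −log10 of the p-values. Each miRNA value in the authors' deposited table was recomputed, within 0.0002, as the log2 of the mean unlogged intensity of 1 to 5 probes. The paper's statistics section gives an unpaired, 2-tailed t-test and a threshold for p, and names neither a multiple-testing adjustment nor a fold threshold for the array.

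From the scanner output, control spots, outlier-flagged spots, and 500 other spots whose identifiers have another form were left out. The processed signal was log2 transformed and each array's 75th percentile, over the 5555 probes well above background on all 6 arrays (39.1% of probes), was subtracted. Each probe had 1 spot per array. Probes were assigned to miRNAs through the match of the deposited probe values to the deposited miRNA values, which placed 8437 probes, none of them on more than 1 miRNA. Where several probes measure a miRNA, the one with the highest mean over the 6 arrays was used. The files hold no identifiable precursor probes and no names for the TRF and PST probes, which were tested as other small RNAs and are given by identifier.

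Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) and adjusted by the Benjamini-Hochberg method over the 1529 miRNAs, or the 1922 other small RNA probes, that were well above background on every array of at least 1 group. Lists of miRNAs were tested with limma's fry, with camera as an alternative. Single miRNAs were also compared by exact permutation, for which the smallest two-sided p is 0.1 for 3 mice against 3 and 0.2 for 3 against 2. Preparation and summaries used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1, and plots matplotlib 3.10.9. The limma code was tested on simulated data made from the 1529 miRNAs with 200 of them changed: with all 6 arrays, 45% of those changed 2-fold were recovered at an unadjusted p below 0.05 and 0% after adjustment, and 81% and 45.5% of those changed 4-fold. Without littermate 3 these shares were 57.5% and 0% at 2-fold and 95% and 71.5% at 4-fold. The noise was drawn independently for each miRNA and with equal spread on every array, whereas on the real arrays littermate 3 stood apart. With 6 simulated arrays, 4.36% and 5.57% of the unchanged miRNAs had an unadjusted limma p below 0.05, against 0 miRNAs on the real arrays. The simulated shares may therefore not hold for the real arrays.

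The miRNAs named in the text were those the paper names for the array or for its Q-PCR of the same miRNAs, with both strands where it gives none, miR-497a as the partner of miR-195a in one gene cluster, the other miR-7 family members, the 3 miRNAs with the smallest limma p in each direction, and the 3 other small RNA probes with the smallest limma p. This rule, the comparison of all 6 arrays, the 9 lists of miRNAs, and the first set of alternatives described next were fixed before the data were examined. The lists are the miR-15 seed family, the miR-322 cluster, the Dlk1-Dio3 cluster, the smooth muscle and mesenchyme, immune, epithelial, and erythroid markers, and the miRNAs the paper's supporting values give as lower and as higher.

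The alternatives covered the scaling (75th percentile over all probes, quantile normalization, the median of detected miRNAs), background correction by normexp with an offset of 50, the authors' deposited normalized intensities, the filter on dim probes, a floor at the lowest detected signal, the methods' t-test, limma with an intensity trend, the replicate number and the slide as blocks, and each replicate left out in turn. With the slide as a block, the group difference rests on Cdr1as-/- mouse 1 alone against the 3 littermates on its slide, since the other slide held only Cdr1as-/- mice. Normexp was run on the median signal and median background of each spot, since the scanner output held no mean signal column. Further alternatives were chosen after seeing the data: the linear mean over the probes of a miRNA, the authors' deposited value per miRNA with limma, the same value with the methods' t-test without littermate 3, the methods' t-test without littermate 3 on the signal scaled to the 75th percentile, and quantile normalization without littermate 3.

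The share of miRNA probes well above background was lowest in Cdr1as-/- mouse 2, whose lowest signal of 3.73 lies above that of the other arrays, between 0.896 and 1.17. Probes that were not well above background on some arrays of a group have less certain fold changes. Among the miRNAs named and tested, the probes of miR-195a-3p, miR-351-5p, miR-412-5p, miR-879-5p, miR-7069-3p, and both strands of miR-5625 were well above background in 2 of the 3 Cdr1as-/- mice, and those of miR-7a-2-3p and miR-292b-5p in 1 of the 3. The probes of miR-412-3p and of both strands of miR-7039 were too dim for the test. The paper's Q-PCR, immunoblot, and cell culture experiments were not analysed here, and no genome was used here.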

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

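In this part, the tests of littermate 3 and of the deviation it shares with the Cdr1as-/- mice, and, without littermate 3, quantile normalization, the methods' t-test, and the splits of the 5 arrays, were chosen only after the result was seen.

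The median processed signal of the miRNA probes was 236 in littermate 3, against 8.75 to 29.2 on the other 5 arrays, although the paper gives no value for this array alone and no reason for its absence from the fold changes in the authors' deposited table. Relative to littermate 1, its summed miRNA signal was 8.70 and its summed TRF signal 1.03. The median signal rose outside the miRNA probes as well, to 1460 for the TRF probes, against 121 to 429 on the other 5 arrays, and to 7.64 for the PST probes, against 1.17 to 3.73. After scaling, the SD across miRNAs of its difference from littermates 1 and 2 was 1.96, against 0.33 between littermates 2 and 1. For Cdr1as-/- mice 1, 2, and 3, the SD of the difference from littermates 1 and 2 was 1.06, 0.48, and 0.61. Quantile normalization did not bring littermate 3 closer (SD 2.06), which argues against the scaling between arrays. GC content as the whole cause is argued against as well, since the SD was 1.83 after the mean of each of 10 GC bins was removed. That test replaced a rank correlation of GC content with the deviation, 0.349, after Cdr1as-/- mouse 3 was seen to give 0.374 with a far smaller deviation; the GC bins account for 12.1% of the variance. These are values across miRNAs, which are not independent replicates.

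Other explanations of littermate 3 stay open. A lower share of a single cell type was tested with marker lists: the median difference of littermate 3 from littermates 1 and 2 was -4.64 for the epithelial list, -3.57 for the immune list, -2.32 for the erythroid list, and -0.75 for the smooth muscle and mesenchyme list, against 0.40 over all miRNAs. The most abundant miRNA of each list fell as well, miR-194-5p from 8.70 and 8.33 in littermates 1 and 2 to 3.73, miR-142a-3p from 4.27 and 4.39 to -0.36, miR-143-3p from 3.05 and 3.02 to -1.79, and miR-451a from 2.19 and -0.12 to -2.52, on the log2 scale relative to the 75th percentile of each array. All 4 lists fell on this scale, so a cell type or source outside these lists cannot be excluded. Before scaling, the median signal of the miRNA probes was 236 in littermate 3, against 8.75 and 11.2 in littermates 1 and 2. A fall of the scaled level therefore does not show a lower signal before scaling. A swapped label could not be settled, because Cdr1as itself is not measured on the array. Littermate 3 had a rank correlation of 0.805 with Cdr1as-/- mouse 2, the mouse closest to littermates 1 and 2 in miR-195a-5p. The correlation was 0.928 with Cdr1as-/- mouse 1, but a swap predicts neither value. With the labels of littermate 3 and Cdr1as-/- mouse 2 exchanged, 609 miRNAs had an unadjusted limma p below 0.05, with 0 after adjustment. Exchanging littermate 3 with mouse 3 gave 140 at that threshold. Exchanging it with mouse 1 gave 0, as did the real labels. These counts leave a swap open. A swap by itself would not account for the size of the signal on this array. Relative to littermate 1, the summed miRNA signal was 8.70 in littermate 3 and at most 1.79 in the Cdr1as-/- mice. Unspecific hybridization or fragments of longer RNA may contribute, since the E1A control spots had a median signal of 5.47 in littermate 3, against 1.02 to 1.17 on 4 arrays and 3.73, the lowest signal of that array, in Cdr1as-/- mouse 2. The ETG control spots rose as well, to 8.52, against 1.02 to 1.17 on the same 4 arrays and 3.73 in Cdr1as-/- mouse 2. So did the DCP control spots, with 27.6 against 2.17 to 6.435 on the other arrays. The negative control spots did not rise, with a median of 1.02 in littermate 3, against 1.02 to 1.17 on the same 4 arrays, which counts against hybridization that is unspecific to all spots. The dimmest miRNAs did not rise most either, as the rank correlation of brightness with the deviation was -0.05, so this explanation cannot be told apart from the others with these spots. Genotype gives no biological explanation for 1 littermate that differs from the other two, and apart from the cell type lists no biological explanation was tested.

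Among the other small RNA probes, a class the paper does not discuss, 613 of 1922 had an unadjusted limma p below 0.05 without littermate 3, and 0 passed Benjamini-Hochberg adjustment. With all 6 arrays, 7 had an unadjusted limma p below 0.05 and 0 passed adjustment, while the methods' t-test gave 23 and 0. The 3 with the smallest p were TRF probes and all were higher in Cdr1as-/- mice, by log2 fold changes of 1.92 for ASMM10SMR20TRF100009506TV1, 1.51 for ASMM10SMR20TRF100002970TV1, and 1.54 for the remaining one, with all 3 Cdr1as-/- mice above all 3 littermates in each. Chance gives such a separation for 10% of probes with 3 mice against 3. Of the 10 splits of the 6 arrays into groups of 3, 5 gave at least as many probes as the 7. Of the 10 splits of the 5 arrays without littermate 3, 2 gave at least as many as the 613; the other of these, Cdr1as-/- mouse 2 with littermates 1 and 2, gave 1022, with 889 after adjustment. Chance cannot be excluded for either count, since with 10 splits the share is never under 0.1. Without littermate 3 the number at an unadjusted p below 0.05 was 254 under quantile normalization and 54 with the methods' t-test, and 0 passed adjustment in both. As with the miRNAs, 1 array decides this count, and the deviation shared with littermate 3 (correlation 0.773 across miRNAs) stays open as a technical source, as does a difference between genotypes.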

How the results depend on the processing

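The alternatives that use the linear mean over probes, the authors' deposited value per miRNA, quantile normalization without littermate 3, and the methods' t-test without littermate 3 were chosen only after the data were seen.

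The number of miRNAs called after Benjamini-Hochberg adjustment was 0 with limma on all 6 arrays and 0 under every alternative run, the methods' t-test included. The number of other small RNA probes called was 0 as well wherever they were tested, which leaves out the linear mean over probes and the authors' deposited value per miRNA, where they have no value. In contrast, the counts of miRNAs at an unadjusted p below 0.05 and the direction of many named miRNAs changed. With all 6 arrays, limma gave 0 miRNAs lower and 0 higher at that threshold. Quantile normalization gave 2 lower and 1 higher, the median of detected miRNAs 1 lower and 2 higher, the authors' deposited normalized intensities 2 lower and 1 higher, no filter on dim probes 1 lower, limma with an intensity trend 3 lower, the slide as a block 1 lower and 1 higher, the linear mean over probes 1 lower, and the authors' deposited value per miRNA with limma 4 lower and 2 higher; these were the same counts at 1.5-fold, except that the last then gave 3 lower and 2 higher. The methods' t-test gave 25 lower and 1 higher, of which 18 and 1 were at least 1.5-fold, and on the authors' deposited normalized intensities 11 lower and 3 higher, of which 3 and 1 were at least 1.5-fold. With each replicate left out in turn, the counts ranged from 0 to 130 lower and from 0 to 28 higher, at 1.5-fold as well, and the highest counts came from leaving out littermate 3. Leaving out Cdr1as-/- replicate 2 gave 1 lower and 4 higher. The authors' deposited value per miRNA with the methods' t-test without littermate 3 gave 130 lower and 44 higher, of which 86 and 6 were at least 1.5-fold, and quantile normalization without littermate 3 gave 145 lower and 19 higher, at 1.5-fold as well. The methods' t-test without littermate 3 gave 35 lower and 32 higher, of which 26 and 13 were at least 1.5-fold. Apart from littermate 3, the cause was not tested.

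The median log2 fold change of the tested miRNAs was -0.18 with all 6 arrays, -0.08 with the 75th percentile over all probes, -0.08 under quantile normalization, -0.09 with the median of detected miRNAs, 0.01 under normexp, and -0.47 with the slide as a block. With the 75th percentile over all probes and with the median of detected miRNAs, a single value is subtracted per array, so all miRNAs shift together; miR-222-5p, at -0.09 with all 6 arrays, thereby changed sign, and moved to 0.0087 with the 75th percentile over all probes and to 0.0040 with the median of detected miRNAs.

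The following named miRNAs changed direction relative to all 6 arrays, and the cause was not tested. Under quantile normalization, the log2 fold change became 0.017 for miR-5625-5p and 0.0051 for miR-7a-2-3p. With the authors' deposited normalized intensities it became 0.020 for miR-5625-5p, with the methods' t-test on them as well. With a floor at the lowest detected signal it became 0.063 for miR-412-5p and 0.17 for miR-7a-2-3p. Under normexp background correction it became 0.23 for miR-195a-3p, 0.043 for miR-489-3p, 0.23 for miR-222-5p, 0.11 for miR-222-3p, 0.055 for miR-1983, 0.30 for miR-5625-3p, 0.28 for miR-7047-3p, 0.17 for miR-21b, 0.26 for miR-134-3p, 0.087 for miR-7069-3p, 0.22 for miR-412-5p, -0.095 for miR-879-3p, -0.071 for miR-6357, 0.15 for miR-29b-1-5p, 0.23 for miR-29b-2-5p, 0.39 for miR-7a-2-3p, and 0.23 for miR-292b-5p. With the slide as a block, where Cdr1as-/- mouse 1 alone stands against the 3 littermates and is assumed to vary like the other samples, it became -0.28 for miR-195a-5p, -0.65 for miR-7a-5p, 0.097 for miR-7047-5p, -0.66 for miR-879-5p, 0.31 for miR-671-5p, -0.082 for miR-497a-5p, -0.57 for miR-7b-5p, and -0.67 for miR-7a-1-3p. With the linear mean over probes it became -0.10 for miR-879-5p and -0.12 for miR-497a-5p. With the authors' deposited value per miRNA and limma it became 0.088 for miR-351-5p, 0.042 for miR-5625-5p, -0.068 for miR-879-5p, 0.030 for miR-29b-2-5p, -0.059 for miR-497a-5p, and 0.27 for miR-7039-3p. With the same value and the methods' t-test without littermate 3, where the smaller number of arrays also changes the test, the log2 fold change was 0.60 for miR-351-5p, -0.79 for miR-195a-5p, -0.77 for miR-7a-5p, 0.40 for miR-5625-5p, 0.62 for miR-7047-5p, -0.26 for miR-879-5p, 0.66 for miR-671-5p, -0.14 for miR-29b-3p, -0.56 for miR-497a-5p, 0.30 for miR-497a-3p, -0.87 for miR-7b-5p, -1.04 for miR-7a-1-3p, 0.72 for miR-7039-3p, and 0.23 for miR-7039-5p. Under quantile normalization without littermate 3 it was 0.25 for miR-351-5p, -0.80 for miR-195a-5p, -0.71 for miR-7a-5p, 0.41 for miR-5625-5p, 0.73 for miR-7047-5p, -0.18 for miR-879-5p, 0.66 for miR-671-5p, -0.096 for miR-29b-3p, -0.82 for miR-497a-5p, 0.22 for miR-497a-3p, -0.95 for miR-7b-5p, and -1.10 for miR-7a-1-3p. In the last pair of settings miR-195a-3p kept its direction, with -0.68 and -0.73, and passed the unadjusted threshold. The methods' t-test without littermate 3 leaves the log2 fold changes of limma without it, -0.99 for miR-195a-5p, -0.93 for miR-7a-5p, 0.27 for miR-5625-5p, 0.35 for miR-7047-5p, -0.47 for miR-879-5p, 0.65 for miR-671-5p, -0.82 for miR-29b-3p, -0.69 for miR-497a-5p, 0.19 for miR-497a-3p, -0.92 for miR-7b-5p, and -1.02 for miR-7a-1-3p.

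With each replicate left out in turn, the log2 fold changes ranged for miR-195a-5p from -0.99 to 1.16, miR-7a-5p from -0.93 to 1.05, miR-489-3p from -1.44 to 0.27, miR-222-5p from -0.93 to 0.34, miR-222-3p from -0.77 to 0.22, miR-1983 from -1.21 to 0.083, miR-5625-3p from -1.20 to 0.10, miR-5625-5p from -0.50 to 0.27, miR-7047-3p from -1.19 to 0.25, miR-7047-5p from -0.62 to 0.35, miR-21b from -1.06 to 0.42, miR-134-3p from -1.28 to 0.21, miR-879-3p from -0.056 to 0.67, miR-879-5p from -0.47 to 0.45, miR-6357 from -0.075 to 0.85, miR-671-5p from -0.71 to 0.65, miR-29b-3p from -0.82 to 1.62, miR-29b-2-5p from -0.77 to 0.21, miR-497a-5p from -0.69 to 0.54, miR-497a-3p from -0.51 to 0.19, miR-7b-5p from -0.92 to 1.04, miR-7a-1-3p from -1.02 to 0.82, and miR-7a-2-3p from -0.72 to 0.22. For miR-195a-5p and miR-7a-5p the lowest of these values came from leaving out littermate 3, and leaving out Cdr1as-/- replicate 2 also gave negative values, -0.09 for both. For miR-195a-3p the range was -0.84 to -0.0080, so that it kept its direction.

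Of the 9 lists of miRNAs, fry called 0 after Benjamini-Hochberg adjustment with all 6 arrays, and from 0 to 1 with each replicate left out in turn, the 1 when Cdr1as-/- replicate 2 was left out. Camera with its preset correlation of 0.01 called 4 lists, and 0 of these calls held under fry or with the correlation estimated.

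The replicate numbers did not pair the samples: the correlations across miRNAs of the deviations of same-numbered samples from their group means were -0.76, 0.61, and -0.29. With the replicate number as a block, limma called 0 miRNAs after adjustment and gave 0 lower and 0 higher at an unadjusted p below 0.05.

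Since littermate 1 was scanned alone, the scan as a block removes that array and amounts to leaving out littermate 1, which gave 0 lower and 0 higher. Using the median over the spots of a probe moved nothing, since each probe has 1 spot. The comparison of precursors with mature miRNAs was not run, because no precursor probes were identified. With only probes that were well above background on all 6 arrays, 984 miRNAs remained and miRNAs near background gave no value. The share of miRNA probes well above background was lowest in Cdr1as-/- mouse 2, at 41.5%. Of simulated 4-fold changes, 45.5% passed adjustment with all 6 arrays and 71.5% without littermate 3, but of simulated 2-fold changes 0% passed in either set, so the 0 calls do not exclude changes of that size.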

Differences from the paper's values

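The paper gives 46 miRNAs as differing, and limma with all 6 arrays gave 0 at an unadjusted p below 0.05. No alternative set before the data were examined brought this number within 1.5 times the paper's; without littermate 3 it was 158. The paper gives 28 miRNAs as lower and 18 as higher, and limma with all 6 arrays gave 0 and 0. The methods' t-test on all 6 arrays, an alternative set before the data were examined, gave 25 lower, which does not differ from the paper's count, but 1 higher; the others differed, with 130 lower and 28 higher without littermate 3. Quantile normalization without littermate 3 gave 145 lower and 19 higher, and only the latter is near the paper's count; that setting was chosen after seeing the values. The methods' t-test without littermate 3, chosen after seeing the values, gave 67 in all and 35 lower, both within 1.5 times the paper's counts, and 32 higher, which is not; at 1.5-fold it gave 26 lower and 13 higher, both within 1.5 times. The counts in the authors' deposited table at an unadjusted p below 0.05 are 130 lower and 44 higher without littermate 3, and 19 lower and 2 higher over all 6 arrays. On the authors' deposited table without littermate 3, 36 combinations of thresholds on fold and p near the dotted lines of Fig. 6A, read by eye and chosen after seeing the values, gave from 17 to 33 lower and from 15 to 33 higher. Of these, 0 gave the paper's counts of lower and higher together, 4 gave the paper's number in all, and 26 gave both lower and higher counts within 1.5 times the paper's.

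A fold is taken here to differ when its direction is opposite to the paper's or when the log2 values differ by more than the larger replicate SD (2.26 for miR-7a-5p, 2.42 for miR-195a-5p, and 1.54 for miR-671-5p), and for miR-195a-5p also when one fold is more than 1.5 times the other. The SDs of the littermates include littermate 3, so these are wide limits. Values with the slide as a block rest on Cdr1as-/- mouse 1 alone against the 3 littermates. The paper's fold for miR-7a-5p is 0.588 and that from all 6 arrays was 1.30. Of the alternatives set before the data were examined, the fold no longer differed with the slide as a block (0.637), without littermate 3 (0.524), and without Cdr1as-/- replicate 2 (0.941, still more than 1.5 times the paper's), and it differed under the others. For miR-195a-5p the paper's fold is 0.580 and that from all 6 arrays was 1.32; it no longer differed with the slide as a block (0.824) and without littermate 3 (0.503), and differed under the others. For miR-671 the paper's fold is 1.53 and that of miR-671-5p from all 6 arrays was 0.849; it no longer differed with the slide as a block (1.24) and without littermate 3 (1.57), and differed under the others. The paper's fold for miR-412-3p is 1.76 and the unfiltered fold from all 6 arrays was 1.01, and for miR-7039-3p they are 1.65 and 0.926. Both probes were too dim for the filter, so the unfiltered fit is the only single alternative set before the data were examined that gave a value, and it differs. Without the filter and without littermate 3, a combination of both choices made after seeing the values, the log2 fold changes were 0.16 and 0.22, in the paper's direction and nearer to the paper's 0.81 and 0.72 than the larger replicate SD. With the authors' deposited value per miRNA and the methods' t-test without littermate 3, chosen after seeing the values, the log2 fold changes were 0.81 for miR-412-3p and 0.72 for miR-7039-3p, which are those of the paper's folds.

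The paper names miRNAs as changed that limma with all 6 arrays did not call at an unadjusted p below 0.05. Leaving out littermate 3, an alternative set before the data were examined, brought miR-489-3p, miR-1983, miR-5625-3p, miR-7047-3p, miR-21b, miR-134-3p, and miR-7069-3p past that threshold. The settings chosen after seeing the values brought further ones past it. The authors' deposited value per miRNA with limma did so for miR-351-3p. With the methods' t-test without littermate 3 that value did so for miR-351-3p, miR-195a-3p, miR-1983, miR-5625-3p, miR-7047-3p, miR-134-3p, miR-7069-3p, miR-879-3p, miR-6357, miR-412-3p, and miR-7039-3p. The methods' t-test without littermate 3 did so for miR-5625-3p, miR-7069-3p, miR-879-3p, and miR-6357. Quantile normalization without littermate 3 did so for miR-351-3p, miR-195a-3p, miR-489-3p, miR-222-5p, miR-1983, miR-5625-3p, miR-7047-3p, miR-21b, miR-134-3p, miR-7069-3p, and miR-6357. No setting run did so for miR-195a-5p, miR-7a-5p, or miR-671-5p.

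The names in the paper's materials differ in places. The text and Fig. 6B name miR-489-3p and miR-21b where the supporting values list miR-222-5p and miR-134-3p; all 4 were lower without littermate 3, with log2 fold changes of -1.44, -1.06, -0.93, and -1.28. The paper's supporting value of 1.63 for miR-879-3p equals the fold of miR-6896-5p in the authors' deposited table, in which miR-879-3p has 1.43, and the paper's 1.53 for miR-671 equals that of miR-5617-5p in the authors' deposited table, in which miR-671-5p has 1.58.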

Other observations

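In this part, the tests of the shared deviation, of GC content, and of the splits of 5 arrays, and the settings with quantile normalization or the authors' deposited value per miRNA without littermate 3, were chosen only after the result was seen.

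The difference between genotypes without littermate 3 resembles the deviation of littermate 3 itself. Across the 1529 miRNAs, the difference of Cdr1as-/- mice from littermate 1 correlated with the difference of littermate 3 from littermate 2, with r = 0.773, and with the littermates exchanged r = 0.839; the separate reference littermates keep shared noise out of this comparison. The correlation was 0.85 for Cdr1as-/- mouse 1, 0.36 for mouse 2, and 0.60 for mouse 3. It runs across miRNAs, which are not independent replicates. A common GC-dependent trend does not account for it, since r was 0.751 after the mean of each GC bin was removed. One hypothesis is therefore that part of the change seen without littermate 3 is the same deviation that sets littermate 3 apart, to a different degree in each sample, whatever its source; it may be technical or may lie in the tissue, and the arrays do not separate these.

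Other groupings of the same arrays gave larger counts than the genotypes. The real grouping of the 6 arrays gave 0 miRNAs at an unadjusted limma p below 0.05, so that all 10 splits of them reach that count by construction and the comparison decides nothing; placing Cdr1as-/- mouse 2 with littermates 1 and 2 gave 609, and placing Cdr1as-/- mouse 3 there gave 140. Without littermate 3 the real grouping gave 158, and 2 of 10 splits gave as many, the other being that of Cdr1as-/- mouse 2 with littermates 1 and 2, which gave 695, with 402 after Benjamini-Hochberg adjustment. With 10 splits the share is never under 0.1, so chance cannot be excluded for the 158. Neither of these splits follows the slides; without littermate 3, the split by slide, Cdr1as-/- mouse 1 with littermates 1 and 2, gave 0.

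A hypothesis for a lower miR-195a is that the Cdr1as-/- mucosa held less smooth muscle or mesenchyme. The median log2 fold change of the 15 tested miRNAs of that list was 0.049 without littermate 3. Fry gave the opposite direction and an adjusted p of 0.973, so the list did not fall as a set. However, the members of the list went both ways, and the fall of miR-195a itself was not past the threshold after adjustment, which keeps this open. Its most abundant members, miR-143-3p and miR-145a-5p, had log2 fold changes of -0.043 and 0.049. Another hypothesis is lower transcription of the primary transcript that miR-195a shares with miR-497a. The log2 fold change of miR-497a-5p was -0.69 without littermate 3 (adjusted p = 0.450 from limma), in the direction of miR-195a-5p, and 0.10 with all 6 arrays, where 4 of its 5 probes had the opposite direction. Its other strand, miR-497a-3p, had 0.19 and -0.21. With neither miR-195a nor miR-497a past the threshold after adjustment, these arrays cannot tell lower transcription and an unchanged transcript apart. The paper reports an unaltered level of the primary transcript of miR-195 in the mucosa of Cdr1as-/- mice, which goes against lower transcription. That measurement was not analysed here.

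For the miRNAs that the paper found unchanged by Q-PCR (Fig. 6C), the size of the array values beside that of miR-195a-5p depends on the scaling. The log2 fold change of miR-29b-3p was -0.82 without littermate 3 and 0.77 with it, and that of miR-222-3p was -0.77 and -0.18, with adjusted p-values of 0.428 and 0.436 from limma without littermate 3 and 0.997 with it, while miR-195a-5p had -0.99 and 0.40. Under quantile normalization without littermate 3, the values were -0.096 for miR-29b-3p, -0.83 for miR-222-3p, and -0.80 for miR-195a-5p, and with the authors' deposited value per miRNA without littermate 3 they were -0.14, -0.68, and -0.79. The miR-7 family members miR-7b-5p and miR-7a-1-3p followed miR-7a-5p, with -0.92 and -1.02 without littermate 3 and 0.38 and 0.17 with it, although 3 of the 5 probes of miR-7b-5p had the opposite direction over all 6 arrays. The remaining member, miR-7a-2-3p, was lower in both sets, with -0.64 and -0.13, and its probe was well above background in 1 of the 3 Cdr1as-/- mice. Whether these changes differ from those of miR-195a was not tested.

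The miRNAs with the smallest limma p over all 6 arrays are not named by the paper. They were miR-292b-5p, miR-652-5p, and miR-7683-3p among those lower in Cdr1as-/- mice, with log2 fold changes of -0.92, -1.27, and -0.91, and miR-7005-5p, miR-3088-3p, and miR-12198-3p among those higher, with 1.20, 0.85, and 1.06. All 6 kept their direction without littermate 3, with -1.12, -0.69, -0.67, 1.07, 0.88, and 1.35. Each had an adjusted p of 0.997 from limma with all 6 arrays. In 5 of them all 3 Cdr1as-/- mice lay on one side of all 3 littermates, which chance gives for 10% of miRNAs; the exception is miR-12198-3p, of whose 5 probes 3 had the opposite direction. The probe of miR-292b-5p was well above background in 1 of the 3 Cdr1as-/- mice, and normexp background correction turned its direction, to 0.23.

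The other lists showed no change past the threshold under fry in either set. With all 6 arrays the median log2 fold change was 0.39 for the miR-15 seed family, -0.22 for the miR-322 cluster, -0.25 for the Dlk1-Dio3 cluster, 0.23 for smooth muscle and mesenchyme, 0.64 for immune, 0.53 for epithelial, and -0.16 for erythroid miRNAs, and -0.32 and 0.25 for the miRNAs the paper's supporting values give as lower and higher, each with an adjusted p of 0.876. Without littermate 3 the medians were -0.74, -0.32, -0.28, 0.05, -0.55, -1.03, and -0.81, and -1.09 and 0.67 for the paper's lower and higher miRNAs, and the lowest adjusted p was 0.179. The epithelial list thus turned from higher to lower when 1 array was left out. The miR-15 seed family shares miR-322-5p with the miR-322 cluster, the paper's list of lower miRNAs shares miR-195a-5p, miR-351-3p, and miR-134-3p with the other lists, its list of higher miRNAs shares miR-412-3p with the Dlk1-Dio3 cluster, and both were picked by the study from these arrays. Of the cell type lists, 10 of 10 epithelial, 6 of 6 immune, 15 of 16 smooth muscle and mesenchyme, and 3 of 5 erythroid miRNAs were detected and tested in this mucosa.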
